# SWI/SNF complexes modulate gene expression and the development of physical dependence to ethanol

**DOI:** 10.1111/acer.70223

**Published:** 2026-01-12

**Authors:** Laura D. Mathies, GinaMari G. Blackwell, Andrew G. Davies, Jill C. Bettinger

**Keywords:** alcohol dependence, alcohol withdrawal, *Caenorhabditis elegans*, differential gene expression, SWI/SNF chromatin remodeling complex

## Abstract

**Background:**

Long exposure to ethanol causes the development of physical dependence, which causes withdrawal symptoms when ethanol is removed. We exploited the rapid development of physical dependence in *Caenorhabditis elegans* (*C. elegans*) to examine the ethanol‐induced transcriptional changes that correspond with physical dependence and withdrawal effects.

**Methods:**

After an 18‐h exposure to an intoxicating concentration of ethanol, we observe the development of physical dependence; withdrawal from ethanol causes an increase in their preference for thicker parts of a bacterial lawn, a behavior we term withdrawal‐induced bordering (WIB). We performed transcriptional analysis to identify genes whose expression changes correlate with WIB.

**Results:**

We found that WIB is transient, resolving within 6 h of removal from ethanol, suggesting it is driven by short‐term gene expression changes. We identified 1870 genes with differential expression immediately after ethanol exposure but not after 6 h of withdrawal; these are candidate mediators of WIB. We found that the SWI/SNF chromatin remodeling complex, known to be important in the response to acute ethanol exposure, is required for normal WIB. Loss of *swsn‐9* attenuated but did not eliminate WIB, suggesting that there are *swsn‐9*‐dependent and *swsn‐9*‐independent components of WIB. Regulation of 1031 ethanol‐responsive genes requires *swsn‐9*. WIB phenocopies reduced *npr‐1* activity, and two genes implicated in the *npr‐1* signaling pathway, *jmjc‐1* and *dod‐24*, were transiently regulated after extended ethanol exposure. *dod‐24* mutants have attenuated WIB.

**Conclusions:**

Extended exposure to ethanol causes the development of transient physical dependence in *C. elegans*, and the SWI/SNF complex is involved in this process. Genes involved in fatty acid metabolism were regulated over the WIB timecourse, and *dod‐24*, which is involved in temperature sensitivity, is required for normal WIB. Together, these results suggest a model in which modulation of lipid membrane composition may be one mechanism for the development of physical dependence on ethanol.

## INTRODUCTION

Alcohol is one of the most widely used psychoactive substances in the world. In 2022, approximately 50% of the US population aged 12 or older reported using alcohol in the last month and 5.7% were heavy alcohol users (Substance Abuse and Mental Health Services Administration, 2023). Chronic alcohol use leads to changes in neuronal function that produce physical dependence; dependence is revealed by withdrawal symptoms upon cessation of alcohol use. Avoidance of withdrawal is important in continued pathological alcohol use and contributes to alcohol use disorder (AUD) (Koob et al., 2020).

Long‐term changes in gene expression in response to drug exposure are one mechanism by which physical dependence develops. Experience‐dependent gene expression modulation can be achieved through epigenetic regulation; this is thought to be an important factor in humans in the development of alcohol dependence and AUD (Hillemacher, 2011; Krishnan et al., 2014; Marballi et al., 2014; Pandey et al., 2017; Starkman et al., 2012). Epigenetic regulators alter gene expression by manipulating covalent modifications of histone proteins, changing the methylation state of DNA, or by moving nucleosomes to remodel the chromatin structure. These gene expression changes can be maintained over long periods of time, providing a molecular memory of alcohol consumption and contributing to the etiology of the disease. Epigenetic regulation has been implicated in alcohol‐dependent gene expression changes (Barbier et al., 2015; Barker et al., 2013; Moonat et al., 2013; Pandey et al., 2008; Sakharkar et al., 2014; You et al., 2014), the development of rapid tolerance to ethanol (Ghezzi et al., 2013; Sakharkar et al., 2012; Wang et al., 2007), and drinking behaviors in animal models (Barbier et al., 2015; Sakharkar et al., 2014; Warnault et al., 2013; Wolstenholme et al., 2011). Here, we investigate the role of SWI/SNF chromatin remodeling in the regulation of gene expression and the physiological effects of prolonged ethanol exposure.

SWI/SNF chromatin remodelers are multi‐protein complexes that use the energy generated by ATP hydrolysis to alter the locations of nucleosomes, thereby revealing or occluding regulatory sequences and changing gene expression. The complexes contain core and accessory subunits that combine to produce molecularly and functionally distinct complexes. Two major classes of SWI/SNF are BAF (Brm/Brg1‐associated factors) and PBAF (Polybromo‐associated BAF) (Kwon & Wagner, 2007; Mohrmann et al., 2004; Mohrmann & Verrijzer, 2005). We have previously examined SWI/SNF complexes for effects on the acute level of response, since this is a predictor of AUD (Mathies et al., 2015). We found that SWI/SNF complex genes are important for determining the physiological level of response to ethanol in worms and variation in SWI/SNF genes is associated with alcohol dependence and other alcohol‐related phenotypes in humans (Mathies et al., 2015, 2017).

Upon extended exposure to ethanol, *C. elegans* develops physical dependence that is revealed when the ethanol is withdrawn. Acute ethanol exposure potentiates the function of the NPY‐like *npr‐1* signaling pathway, and when adult animals are exposed to ethanol for 18 h, they downregulate the function of this pathway. Here, we use the term *withdrawal* to describe the process of removing the animals from ethanol after this extended (18‐h) exposure. We define *physical dependence* as the functional changes made by animals in response to prolonged exposure to ethanol; these changes are revealed when the drug is removed as new, withdrawal‐induced phenotypes, indicating that the animals require the continued presence of the drug for normal function. Prolonged ethanol exposure causes the downregulation of the *npr‐1* signaling pathway. This downregulation becomes evident when the worms are withdrawn from ethanol, as they show an increased preference for thicker parts of the bacterial lawn (bordering behavior) in an *npr‐1*‐dependent manner (Davies et al., 2004). We refer to this as withdrawal‐induced bordering (WIB). Animals that are withdrawn from 20 h of ethanol exposure also demonstrate slower locomotion speed than untreated controls, which can be rescued by re‐exposure to ethanol; this exposure paradigm results in downregulation of the expression of a SLO*‐*1 BK channel translational reporter and withdrawal‐induced slowing could be decreased by overexpression of the SLO*‐*1 BK channel (Scott et al., 2017). Together, these observations suggest that extended ethanol exposure in worms induces gene expression changes that underlie the development of physical dependence on ethanol.

We use withdrawal‐induced bordering behavior to probe the molecular mechanisms underlying the development of physiological tolerance to ethanol. Here, we examine behavior and gene expression following an extended ethanol exposure and during ethanol withdrawal in *C. elegans*. We find that the effects of ethanol withdrawal on bordering behavior are transient; withdrawal‐induced behavioral changes are reversed by 6 h after removal from ethanol. We therefore examine gene expression immediately after extended ethanol exposure and again at 6 h of withdrawal when behavior has normalized. We identify 1870 genes whose expression is altered immediately after ethanol exposure, but is normalized following a 6‐h recovery period. We predicted that at least some of these changes in gene expression may be regulated by the SWI/SNF chromatin remodeling complex, and we show that the SWI/SNF gene *swsn‐9* is required for the degree of WIB. This indicates that there are *swsn‐9*‐dependent and *swsn‐9*‐independent components of the response to extended ethanol exposure. We identify 1031 genes whose regulation following ethanol exposure requires *swsn‐9*. Two of the transiently regulated genes have been implicated in neuropeptide Y‐like signaling; we find that one of the genes, *dod‐24*, is required for withdrawal‐induced behavioral changes.

## MATERIALS AND METHODS

### Strains

*Caenorhabditis elegans* strains were cultured as described previously (Brenner, 1974; Wood, 1988). All strains were grown at 20°C unless otherwise specified and were derived from the Bristol strain N2. Strains were obtained from the *Caenorhabditis* Genetics Center or the National BioResource Project. The following alleles were used in this study: *LGIII: swsn‐9(ok1354)* (Large & Mathies, 2014), *jmjc‐1(tm3525)* (Kirienko & Fay, 2010); *LGIV: dod‐24(ok2629)* (*C. elegans* Deletion Mutant Consortium, 2012). *LGX: npr‐1(ky13)* (de Bono & Bargmann, 1998). All strains were outcrossed to N2 six times before behavioral analysis. Deletions were tracked using PCR with primers flanking the deleted region. Homozygosity was confirmed using PCR with one primer internal to the deletion. Primers and strains are listed in File S1. Double mutants were generated using standard genetic crossing techniques.

### Withdrawal‐induced bordering (WIB)

#### Ethanol exposure

NGM plates were seeded with OP50 bacteria on one half of the plate, cultured at room temperature overnight, and dried for 2 h at 37°C. Plates were weighed, and ice‐cold 100% ethanol was added to the unseeded side of the plate to generate a final concentration of 0 mM or 400 mM ethanol, and the plates were kept at a slight angle to prevent the ethanol from contacting the bacteria directly. The plates were sealed with Parafilm, and the ethanol was allowed to absorb into the plate for 30 min. Approximately 100 L4‐stage worms from healthy, unstarved populations were placed on ethanol‐treated or control plates; the plates were sealed with Parafilm and incubated at 20°C for 18 h. During this time, the animals mature into young adults; all behavioral assays were performed on first‐day adult animals. For samples that were removed from ethanol prior to testing, the worms were transferred to plates seeded with OP50 and incubated at 20°C for 6 h prior to behavioral or gene expression analysis.

#### Bordering assays

Assay plates were seeded to the edge of the plate with OP50 and incubated at room temperature overnight to obtain a thin bacterial lawn. Copper rings were embedded in the plates and an approximately 1 mm clump of thick OP50 was placed in the center of each ring to produce an area of thick bacteria on an otherwise thin bacterial lawn; this mimics the thicker border of an OP50 seeded plate. Control and ethanol‐treated worms were assayed in different rings on the same plate. Twenty worms were placed in each ring away from the thick bacterial spot. Immediately after placing the worms in the rings, time‐lapse movies were recorded at 1 frame/s for 1 h using Image Pro Plus version 10.0.12 (Media Cybernetics, Inc., Rockville, MD). Bordering was assessed in the movies at 10‐min intervals by a researcher blinded to the treatment condition. The number of worms outside of the bacterial spot (*n*) was used to infer the number of worms in the spot (20—*n*); worms with >50% of their body in contact with the bacterial spot were considered to be in the spot. All statistical comparisons were made in Prism version 9.5.1 (GraphPad Software, San Diego, CA). To compare treatment (400 mM ethanol) to control (0 mM ethanol) within a genotype across the time course, we used two‐way ANOVA or mixed‐effects analysis, depending on whether or not there was missing data. Withdrawal‐induced bordering (WIB) is an increase in bordering after withdrawal from ethanol exposure. To compare the degree of WIB between strains, we calculated the area under the curve and used one‐way ANOVA to compare genotypes and treatments. Post hoc tests were performed with Holm‐Šídák multiple comparisons *p*‐value correction.

#### Rescuing WIB with re‐exposure to ethanol

Approximately 80 wild‐type worms were exposed to 0 or 400 mM ethanol for 18 h, as described above. Immediately following the exposure, 20 worms from each treatment population (0 mM and 400 mM; Group 1) were assessed for bordering behavior every 10 min using a dissecting microscope. At the same time, an additional 40 worms from each treatment population (Group 2) were transferred to plates containing a thin lawn of bacteria and 0 mM ethanol, thus beginning ethanol withdrawal. After 20–25 min of withdrawal, when the original population (Group 1) of 400 mM‐treated worms exhibited WIB, 20 worms from each treatment population in Group 2 were moved to assay plates containing 0 mM ethanol (continued withdrawal) and 20 were moved to 400 mM ethanol (re‐exposure to ethanol). Two‐minute videos were recorded at 1 frame per second, spanning the 10‐, 20‐, and 30‐min timepoints. Bordering assay plates were prepared and bordering was assessed as described above.

#### Suppression of bordering in *npr‐1* mutants

Bordering assay plates were prepared as described above. Twenty worms were assessed for bordering behavior every 10 min using a dissecting microscope. Double mutants were assayed in parallel with N2 wild type and each single mutant. Statistical comparisons were made at the 30‐min timepoint using paired Student's *t*‐tests.

### Internal ethanol assays

This assay was performed as described previously (Mathies et al., 2015). Worms were exposed to 400 mM ethanol for 18 h. One hundred worms were picked directly from the exposure plates into 10 μL of 25% TCA on ice. An additional 100 worms were moved to plates containing 0 mM ethanol for 30 min and then picked into 10 μL of 25% TCA on ice. One microliter of sample was added to 200 μL of alcohol reagent (Pointe Scientific) in a flat bottom 96‐well culture plate on ice. The reactions were incubated at 37°C for 5 min prior to reading absorbance at 340 nm using an Epoch microplate reader with the Gen6 v. 1.03 software (BioTek). A standard curve was prepared in 25% TCA to account for any effect that TCA might have on the assay reagent. All measurements were performed in triplicate, and the average was used for calculations. Three independent samples were assayed, and the mean (±SEM) was calculated for each genotype and time point. Worm volumes were estimated from images taken using ImagePro version 10.0.12 on a Leica MZ6 microscope with a 1× objective and 4× magnification. Images were analyzed using ImageJ version 1.53 t with the SmartRoot plugin (Lobet et al., 2011). Images of at least 10 worms were used to calculate an average worm volume. Statistical comparisons were made using two‐way ANOVA.

### RNA sequencing

#### Sample collection

RNA was prepared from biological replicates (*n* = 5) that were collected on different days; control and ethanol exposures were always done in parallel. Approximately 100 worms were exposed to 0 mM or 400 mM ethanol as described for withdrawal‐induced bordering. Immediately following treatment, the worms were washed from the plates with M9 medium, rinsed once with M9, and stored in Trizol (Ambion, Carlsbad, CA) at −80°C until RNA preparation. RNA was isolated using the miRNeasy kit with DNase I digestion performed on the column (Qiagen, Venlo, Netherlands). RNA integrity was assessed on representative samples using the Bioanalyzer 2100 with the High Sensitivity RNA kit (Agilent, Santa Clara, CA). All samples had RIN scores greater than 9.5.

#### RNA sequencing and analysis

The RNA was polyA selected, and indexed sequencing libraries were prepared and sequenced by GeneWiz (South Plainfield, NJ). The libraries were sequenced as 150‐base, paired‐end reads to an average read depth of 17 million reads per sample using the Illumina HiSeq platform (Illumina, San Diego, CA). We performed initial quality control using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and found that the sequencing libraries had high quality scores and did not contain overrepresented sequences indicative of Illumina adapters. The sequences were aligned to the *C. elegans* genome (Ensembl genome assembly release WBcel325) using STAR version 2.6.0a (Dobin et al., 2013) with the following parameters specified (quantMode GeneCounts, outFilterMultimapNmax 1, alignIntronMin 40, alignIntronMax 18,000, outFilterMismatchNoverReadLmax 0.02). Aligned reads were sorted and indexed using SAMtools (Li et al., 2009). The STAR aligner generated gene‐based read counts, which we used for differential expression analysis in DESeq2 version 1.18.1 (alpha = 0.05) (Love et al., 2014). For wild‐type gene expression, all N2 samples were analyzed together. For *swsn‐9* gene expression, all N2 samples were re‐analyzed with the *swsn‐9* samples. Contrasts were used to identify differentially expressed genes (DEGs) for a particular sample type. A comparison of N2 DEGs from the wild‐type and *swsn‐9* analyses is included in File S5.

To examine the variance among our samples and replicates, we performed principal component analysis using the rlogTransformation and plotPCA functions in DESeq2. Volcano plots and heatmaps were generated in R version 3.6.3 using RStudio version 1.4.1717 (RStudio, Boston, MA). Heatmaps were produced with the pheatmap package using variance‐stabilized counts from DESeq2. Counts were centered and scaled by gene (*z*‐scores). Only samples from the contrasted groups were included. WormBase IDs were mapped to gene symbols using the org.Ce.eg.db annotation package. Gene‐specific statistical power was estimated using the RNASeqPower package. Mean normalized counts and gene‐wise dispersions were obtained from DESeq2, and median library depth across the samples in each group was calculated. When the per‐gene dispersion was not available due to very low expression, the fitted mean dispersion trend from DESeq2 was used. Power was calculated for detecting a 1.5‐fold change between the treated and untreated groups at a significance level of 0.05. Gene Ontology (GO) term analysis was performed using the statistical overrepresentation test in PANTHER (Mi et al., 2013, 2017; Thomas et al., 2003). These are found in File S3 (wild‐type N2) and File S6 (*swsn‐9*). Gene lists were analyzed using the GO biological process complete annotation with Fisher's exact test with false discovery rate (FDR) correction. The background list included all genes with an average read count of one across all samples being analyzed.

## RESULTS

We have previously observed that prolonged ethanol exposure alters bordering behavior, which is the tendency for animals to spend time in the thicker parts of the bacterial lawn. This behavior is driven by a preference for lower oxygen concentration (Gray et al., 2004). The laboratory wild‐type strain N2 exhibits low levels of bordering under normal culture conditions. However, N2 worms that have been exposed to ethanol for 18–22 h, and then withdrawn from ethanol, significantly increase their bordering behavior; this is dependent on the *npr‐1* pathway (Davies et al., 2004). We refer to this change in behavior as withdrawal‐induced bordering (WIB). We use WIB as a model for identifying the gene expression changes and physiological effects of prolonged ethanol exposure.

We measured the time course of WIB using our previously established assay (Davies et al., 2004). We exposed N2 worms to 0 or 400 mM ethanol for 18 h on plates that contained bacteria for feeding. The worms were then transferred to plates containing a thin lawn of bacteria with a thicker spot of bacteria in the center of a copper ring. The copper ring serves as a corral that allows us to test multiple genotypes or treatments on the same plate. The bacterial spot mimics the thicker border of a bacterial lawn and is used to quantify bordering behavior. Worms treated with 0 and 400 mM ethanol were always assayed in parallel on the same plates. To determine the time course of the behavior, we recorded videos continuously for 1 h following removal from 0 or 400 mM ethanol and we assessed the number of bordering worms every 10 min. N2 worms that were not exposed to ethanol spent most of their time outside of the bacterial spot, whereas N2 worms that were withdrawn from 400 mM ethanol spent significantly more time in the bacterial spot (Figure 1A). The percentage of bordering worms was significantly different between worms exposed to 400 and 0 mM ethanol at times ranging from 10 to 60 min postexposure (Figure 1B); this is WIB. We observed the greatest WIB 30 min after removal from ethanol, consistent with our previous work (Davies et al., 2004). Next, we asked how long this withdrawal phenotype persisted by removing the worms from ethanol for 6 h prior to performing the assay. After this extended withdrawal period, we did not observe an increase in bordering in the ethanol‐treated worms (Figure 1C), indicating that WIB is an acute and transient withdrawal phenotype.

**FIGURE 1:**
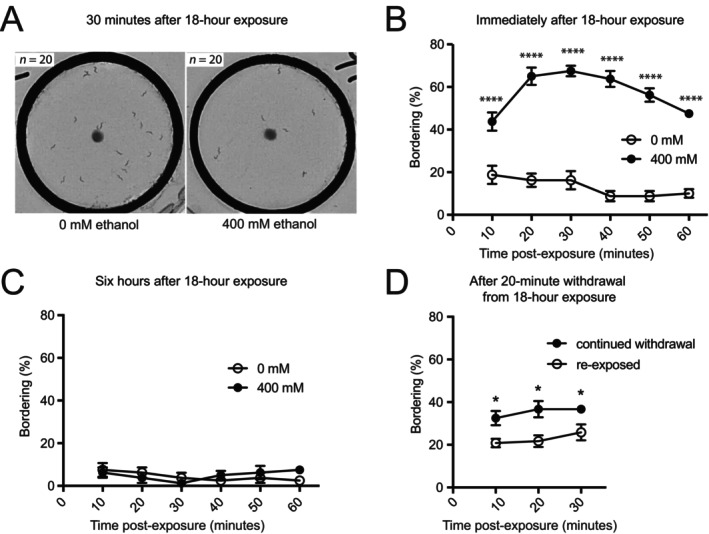
Following prolonged ethanol exposure, worms exhibit a transient withdrawal phenotype, withdrawal‐induced bordering (WIB). (A) Wild‐type N2 worms (*n* = 20) treated with either 0 mM (left image) or 400 mM (right image) ethanol for 18–20 h were placed within copper rings on plates that were seeded thinly with bacteria and contained no ethanol. A thicker clump of bacteria was placed in the center of the ring, mimicking the dense border of a bacterial lawn. Worms in the bacterial clump are less visible, so bordering behavior is scored by counting the number of worms outside of the clump and subtracting from 20. Images were taken ~30 min postexposure; the full video is available as Video S1. Worms that had been treated with 0 mM ethanol tended to remain outside of the bacterial clump, while worms that had been treated with 400 mM ethanol were more frequently found in the bacterial clump. (B, C) Bordering assays performed on wild*‐*type N2 worms. Filled symbols indicate prior 18‐h exposure to 400 mM ethanol; open symbols indicate prior exposure to 0 mM ethanol. All genotypes and/or conditions on the same graph were tested simultaneously on the same plates. (B) Wild*‐*type N2 worms exhibited an increase in bordering behavior between 10 and 60 min following withdrawal from an 18‐h exposure to 400 mM exogenous ethanol (*n* = 4). Effect of treatment: *P* ≤ 0.0001. (C) Wild*‐*type N2 worms exposed to 400 mM ethanol for 18 h and then withdrawn from ethanol for 6 h prior to the assay did not show an increase in bordering behavior (*n* = 4). (D) Wild‐type N2 worms were exposed to 400 mM ethanol for 18 h, moved to ethanol‐free plates for 20–25 min, then moved to plates with 0 mM (continued withdrawal) or 400 mM ethanol (re‐exposed), and tested for bordering behavior. The multiple manipulations resulted in an overall decrease in bordering behavior. Re‐exposure to ethanol nonetheless suppressed bordering behavior. Effect of assay condition: *P* = 0.0023. Statistical comparisons were made using two‐way ANOVA with Holm‐Šídák post hoc tests. ****p ≤ 0.0001, *p ≤ 0.05. Error bars indicate SEM.

One characteristic of drug withdrawal behavior is that it can be suppressed with re‐exposure to the drug. We tested whether our bordering behavior could be suppressed by re‐exposing animals to ethanol after they had begun to demonstrate WIB (Figure 1D, Figure S1). We exposed animals to 0 and 400 mM ethanol for 18 h and then transferred a subset of the animals to bordering assay plates to observe WIB (Figure S1A). At the same time, another subset was transferred to ethanol‐free plates for 20–25 min to initiate withdrawal. We then moved them to bordering assay plates containing 0 mM (continued withdrawal) or 400 mM ethanol (re‐exposure). While the handling of the animals through the multiple steps of this experiment diminished overall bordering behavior, we found that re‐exposure to ethanol suppressed bordering behavior (Figure 1D). Furthermore, we detected WIB in animals that remained on 0 mM ethanol, but not in those re‐exposed to 400 mM ethanol (Figure S1B,C). These results support our conclusion that WIB is a withdrawal phenotype that reflects the development of physical dependence during prolonged ethanol exposure.

### Prolonged ethanol exposure causes significant changes in gene expression

We reasoned that WIB is likely to result, at least in part, from changes in gene expression that occur during prolonged ethanol exposure. We therefore sought to characterize the gene expression changes that occur following ethanol exposure with the goal of identifying genes that mediate this withdrawal phenotype.

We used RNA sequencing as an unbiased method to identify transcripts whose expression changed because of prolonged ethanol exposure. We exposed worms to either 0 or 400 mM ethanol for 18 h as described for the bordering assay. We anticipated that the ethanol‐induced gene expression changes underlying WIB would be normalized after a 6‐h withdrawal period off ethanol because we no longer see the behavior at this timepoint (Figure 1C). Therefore, we harvested worms either immediately following ethanol exposure or 6 h after removal from ethanol (Figure 2A). We performed five biological replicates on different days, and treatment and control exposures were done in parallel. 

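RNA from worms of the wild-type strain was selected for polyadenylated transcripts and sequenced as 20 libraries, 5 in each of 4 groups. Worms were exposed to 0 or 400 mM ethanol for 18 h and harvested immediately or 6 h after removal. The authors deposited the number of reads that STAR counted on each gene, without normalization. Their settings kept reads with 1 alignment only, so near-identical gene copies lost reads. The paper's text names neither the annotation release nor the strand column of the counts. How reads of genes that overlap on the genome were counted is therefore not known.

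Immediately after exposure, between 11812827 and 16456780 reads per library were counted on genes at 0 mM (median 13601536) and between 12106596 and 20162436 at 400 mM (median 16183285). At 6 h postexposure, the totals ran from 13790931 to 17328021 at 0 mM (median 16139441) and from 16511768 to 23505210 at 400 mM (median 18029409). Totals of this size limit counting error only and leave the variation between worm populations to the replicates.

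The counts were scaled with edgeR's TMM method. A gene was tested when its mean count over the libraries was at least 1, which held for 16210 of the 46739 genes in the table. All 20 libraries entered 1 model with a mean for each group, and groups were compared as contrasts in it. Differentially expressed genes (DEGs) had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with no cutoff on the fold change. Expression is given as CPM (counts scaled to the same library total) on the TMM scale, and standard errors of log2 fold changes were derived from the F statistic of the test. The paper names the genome assembly WBcel325. The gene identifiers in the table are those of assembly WBcel235, whose annotation in Ensembl release 115 holds 46484 of them, and positions refer to that assembly.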

RNA‐sequencing libraries were prepared and sequenced by GeneWiz (South Plainfield, NJ).

**FIGURE 2:**
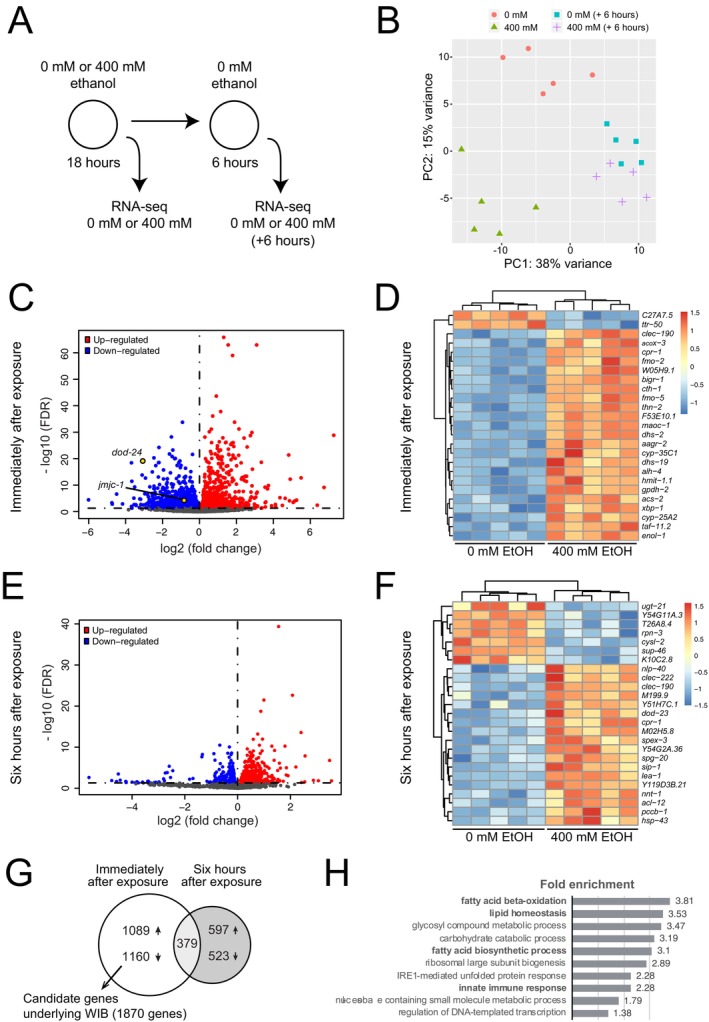
Prolonged ethanol exposure induces gene expression changes. (A) Wild‐type animals were exposed to either 0 mM or 400 mM ethanol for 18 h. RNA sequencing was performed immediately following exposure, or after a 6‐h withdrawal period. (B) Principal component analysis with gene expression based on the first two principal components (PC1 and PC2); replicates cluster together. The difference between samples treated with 0 and 400 mM ethanol is more pronounced immediately after ethanol exposure than it is 6 h later. (C–F) Gene expression results for wild‐type worms exposed to 400 mM ethanol versus 0 mM ethanol and harvested immediately after exposure (C, D) or 6 h later (E, F). (C, E) Volcano plots show upregulated (red) and downregulated (blue) genes; genes tested using mutations are highlighted in yellow. (D, F) Heat maps display the top 25 differentially expressed genes with blue indicating lower and red indicating higher expression. (G) Venn diagram showing the overlap between differentially expressed genes (DEGs) immediately following ethanol exposure and 6 h postexposure. Genes underlying WIB are predicted to be differentially expressed immediately after ethanol exposure but return to basal levels within 6 h; 1870 genes fit these criteria. (H) Overrepresented Gene Ontology (GO) biological process terms for DEGs identified immediately after exposure, but not 6 h postexposure.

To examine the correlation among our samples and replicates, we performed principal component analysis. 

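Principal components were computed from DESeq2's regularized log values, the transformation named in the paper, of the 500 most variable genes. This number is the default of the plotPCA function, and the paper states none. The first component held 48.2% of the variance and the second 17.9%. On the first component, libraries at 0 mM scored 5.16 ± 1.48 (SD, n = 5) at 6 h and −2.20 ± 2.96 (SD, n = 5) immediately after exposure. This difference of 7.36 had p = 0.00794 in a two-sided exact permutation test, the smallest p that 5 libraries against 5 allow. Adjusted by Benjamini-Hochberg over the 22 comparisons of scores made, it was 0.0146. The libraries at 400 mM differed between these times by 15.3 on the same component (exact permutation test, p = 0.00794, adjusted 0.0146). Immediately after exposure, the second component separated 400 mM, at −3.46 ± 2.41 (SD, n = 5), from 0 mM, at 5.39 ± 2.17 (SD, n = 5), with the same exact p and adjusted p. Ethanol also moved the first component at that time, to −9.14 ± 2.53 (SD, n = 5; exact permutation test, p = 0.0159, adjusted 0.0233). With log2 CPM in place of regularized log values, the first component held 74.3% of the variance, and with all genes 38.0%.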

We found that our sample types grouped separately, with the difference between immediately postexposure and 6 h postexposure accounting for 38% of the variance (PC1) and ethanol treatment accounting for 15% of the variance (PC2) in the dataset (Figure 2B). The treatment and control samples were much more divergent when harvested immediately following exposure than they were 6 h postexposure, suggesting that many of the ethanol‐induced gene expression changes were reversed following removal from ethanol.

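In the plane of both components, the mean positions of libraries at 400 mM and at 0 mM lay 11.25 apart immediately after exposure and 3.51 apart at 6 h, a ratio of 3.21. The replicates decide much of this ratio. It was 1.73 without replicate 2, 1.89 without replicate 4 and 4.69 without replicate 1. With log2 CPM in place of regularized log values it was 2.14, and with all genes 4.20. At 6 h, the difference on the first component was within the spread of the replicates, with 6.18 ± 1.50 (SD, n = 5) at 400 mM against the value of the 0 mM libraries (exact permutation test, p = 0.341, adjusted 0.375). On the second component, 400 mM was at −2.64 ± 2.10 (SD, n = 5) and 0 mM at 0.72 ± 1.70 (SD, n = 5), a difference with p = 0.0397 in the exact permutation test that failed the correction (adjusted 0.0514). These tests do not use the pairing by replicate number. By pairs, the second component was lower at 400 mM in 5 of 5 at 6 h (mean difference −3.36 ± 1.08, SD; exact test over changes of sign, p = 0.0625, the smallest that 5 pairs can give). On the first, 400 mM was higher in 4 of 5 (1.02 ± 1.07, SD; exact p = 0.125).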

We compared gene expression in worms exposed to 0 or 400 mM ethanol under both exposure paradigms. When the worms were harvested immediately following ethanol exposure, we found 2249 genes that were differentially expressed between treatment and control (FDR < 0.05, fold change >1); approximately equal numbers of genes were upregulated as were downregulated (Figure 2C). 

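In the 20 wild-type libraries, 2067 of the 16210 genes tested were differentially expressed immediately after exposure, 1104 upregulated and 963 downregulated at 400 mM. Without correction, 4057 genes had a p under 0.05. The median size of the log2 fold change among the DEGs was 0.63, and 0.61 with the 89 genes that had at most 3 counts in every library of a group set to the bound that 3 counts allow. In 1434 genes (8.85% of those tested), all 5 libraries at 400 mM lay on the same side of all 5 at 0 mM, against 0.794% by chance, and 1230 of these were among the DEGs. Fitting only the libraries of the compared groups gave 1601 DEGs, the lowest count among the alternatives. The highest was 2932, with the replicate number as a block, which pairs the libraries at 0 and 400 mM.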

The top 25 ethanol‐responsive genes are shown in the heatmap (Figure 2D); most of the genes are upregulated following ethanol exposure.

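Of the 25 genes with the smallest p immediately after exposure, 23 were upregulated. Their log2 fold changes were between 0.54 and 7.20 in size, and the largest adjusted p among them was 2.3e-08 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among genes whose libraries separated completely by treatment, fmo-5 and maoc-1 had the smallest p of those that rose, and C27A7.5 and ttr-50 of those that fell. The gene fmo-5 (WBGene00001480, chromosome V, 899304 to 903665) had 36.5 ± 5.16 CPM (SD, n = 5) at 400 mM and 10.4 ± 0.95 at 0 mM. This is a log2 fold change of 1.80 (standard error 0.096, adjusted p = 2.0e-11 from edgeR's quasi-likelihood test). For maoc-1 (WBGene00017123, chromosome II, 7196276 to 7197495), which overlaps E04F6.6, the values were 94.0 ± 6.93 and 37.6 ± 3.41 CPM (SD, n = 5), a log2 fold change of 1.32 (standard error 0.071, adjusted p = 2.0e-11). C27A7.5 (WBGene00007756, chromosome V, 12154867 to 12162320) fell from 44.3 ± 2.71 to 23.6 ± 1.99 CPM (SD, n = 5), a log2 fold change of −0.91 (standard error 0.065, adjusted p = 1.5e-09 from the edgeR test). Expression of ttr-50 (WBGene00010234, chromosome IV, 11640047 to 11641015), which overlaps rbm-17, went from 48.9 ± 5.68 to 17.2 ± 2.87 CPM (SD, n = 5), a log2 fold change of −1.51 (standard error 0.13, adjusted p = 2.0e-08 from the edgeR test).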

Six hours postexposure, we found 1120 genes that were differentially expressed between treatment and control (FDR < 0.05, fold change >1); approximately equal numbers of genes were upregulated as were downregulated (Figure 2E). 

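At 6 h postexposure, 639 genes were differentially expressed in the wild-type libraries, 451 upregulated and 188 downregulated, with 3032 at an unadjusted p under 0.05. The median size of their log2 fold change was 0.45 (0.44 with 12 genes at the bound of 3 counts). Complete separation of the treatments was found in 1019 genes (6.29% of those tested), 497 of them DEGs. The count of DEGs moved when single libraries were left out. It was 339 without replicate 4 of the 0 mM group and 393 without replicate 5 of the 400 mM group. With the replicate number as a block, which pairs the libraries at 0 and 400 mM, there were 1583 DEGs at this time. The split by direction moved as well. It was 984 up and 599 down with the block, and 597 up and 523 down with DESeq2. With each library of these groups left out in turn, 215 to 458 genes were up and 92 to 297 down.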

The top 25 ethanol‐responsive genes at this timepoint are shown in the heatmap (Figure 2F); again, the majority of the genes are upregulated.

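At this timepoint, 22 of the 25 genes with the smallest p were upregulated, with log2 fold changes between 0.30 and 3.41 in size and a largest adjusted p of 0.000156 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Only 2 of the 25 were also among the 25 immediately after exposure. The genes with the smallest p among those with complete separation were lea-1 and Y119D3B.21, which rose, and cysl-2 and T26A8.4, which fell. Expression of lea-1 (WBGene00002263, chromosome V, 10011923 to 10028168), which overlaps acl-2 and the noncoding genes K08H10.14, K08H10.15 and K08H10.16, was 1070 ± 129 CPM (SD, n = 5) at 400 mM and 361 ± 14.5 at 0 mM. Its log2 fold change was 1.57 (standard error 0.11, adjusted p = 1.7e-08 from the edgeR test), and immediately after exposure it was 1.14. Y119D3B.21 (WBGene00022497, chromosome III, 1215000 to 1215200) had 122.5 ± 10.2 and 60.9 ± 4.85 CPM (SD, n = 5), a log2 fold change of 1.01 (standard error 0.090, adjusted p = 6.3e-07). Immediately after exposure, its log2 fold change of 0.09 had an adjusted p of 0.625 in the edgeR test. The gene cysl-2 (WBGene00010759, chromosome II, 14492874 to 14494451), which overlaps vnut-1, fell from 28.6 ± 1.83 to 18.0 ± 1.49 CPM (SD, n = 5), a log2 fold change of −0.66 (standard error 0.082, adjusted p = 6.0e-05). T26A8.4 (WBGene00020827, chromosome IV, 8428957 to 8432893) went from 155.1 ± 4.61 to 126.4 ± 5.09 CPM (SD, n = 5), a log2 fold change of −0.30 (standard error 0.040, adjusted p = 0.000126 from the edgeR test).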

We compared the differentially expressed genes (DEGs) identified immediately off ethanol to those identified 6 h postexposure and found only 379 genes in common (Figure 2G), 291 of which were differentially expressed in the same direction. 

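Here 238 genes were DEGs at both times, 178 in the same direction and 60 (25.2%) in opposite directions. Among the latter was maoc-1, which was lower at 400 mM at 6 h, with a log2 fold change of −0.28 (adjusted p = 0.0292 from edgeR's quasi-likelihood test). The count of shared genes was 151, and 117 in the same direction, without replicate 4 of the 0 mM group at 6 h. The difference of the ethanol effect between the times was tested directly as an interaction of ethanol and time. It had an adjusted p under 0.05 in 856 genes. The log2 fold change with ethanol was higher immediately after exposure in 353 of them and higher at 6 h in the others. These values are signed, so a gene that fell more immediately after exposure counts as higher at 6 h. With the replicate number as a block, 665 genes were shared, 487 in the same direction and 178 in opposite directions. In that fit, 1576 genes passed the interaction test, 660 of them with a higher log2 fold change immediately after exposure.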

All DEG lists are in File S2. These stable gene expression changes may be important for some of the long‐term consequences of prolonged ethanol exposure, but they are unlikely to underlie WIB because this withdrawal phenotype is not observed 6 h postethanol exposure (Figure 1C).

We were particularly interested in gene expression changes that occur immediately following ethanol exposure, but that do not persist 6 h after removal from ethanol; these are likely to underlie WIB. This gene set includes 1870 genes, 897 of which are upregulated and 973 of which are downregulated in response to ethanol exposure. 

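Of the DEGs found immediately after exposure, 1829 were not DEGs at 6 h postexposure, 959 upregulated and 870 downregulated. A lack of a call at 6 h does not by itself show that the effect changed. The interaction of ethanol and time had an adjusted p under 0.05 in edgeR's quasi-likelihood test for 573 of the 1829 genes (31.3%), and with the replicate number as a block for 862 of 2267. At 6 h, 1145 genes (62.6%) had a log2 fold change in the same direction as immediately after exposure. In 426 genes, the unadjusted p at 6 h was under 0.05, and 328 of these kept their direction. The median size of the log2 fold change of the set was 0.65 immediately after exposure and 0.15 at 6 h (0.63 and 0.15 with genes at the bound of 3 counts). Since the set was chosen by its calls, these medians favor the first time. Because WIB is not observed 6 h postexposure, the paper proposes that expression changes that do not persist at that time underlie WIB.

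**Figure D1:**
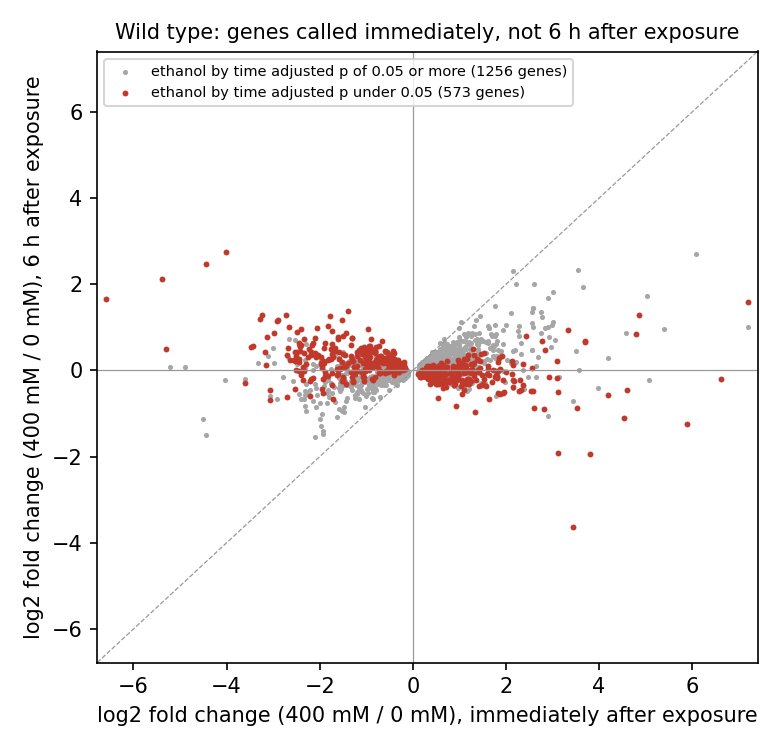
Each point is a gene called immediately after exposure and not 6 h after in wild type, with its log2 fold change (400 mM over 0 mM) immediately after exposure on the x axis and 6 h after on the y axis. The 573 red points had an adjusted p under 0.05 in the interaction of ethanol and time, the 1256 grey points did not, and the dashed line marks equal change at both times.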

We performed GO term analysis using the biological process annotation set and identified overrepresented categories related to fatty acid metabolism, including “fatty acid beta‐oxidation” and “fatty acid biosynthetic process” (Figure 3H; File S3). 

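The paper lists the genes of each category that it found among its own DEGs, so calls of these genes in the same libraries are no independent evidence. All 18 genes listed for fatty acid beta-oxidation were DEGs immediately after exposure and not at 6 h, 13 upregulated and 5 downregulated. The interaction of ethanol and time had an adjusted p under 0.05 for 14 of them in edgeR's quasi-likelihood test. For fatty acid biosynthetic process, 13 of the 15 listed genes were DEGs only immediately after exposure, 9 upregulated and 4 downregulated, and 5 of the list passed the interaction test. A list for lipid homeostasis held 13 genes, all DEGs immediately after exposure only, of which 10 were upregulated and 5 passed the interaction test. In the fit with the replicate number as a block, 11 genes listed for fatty acid biosynthetic process and 10 for lipid homeostasis passed it. In that fit, 16 genes listed for fatty acid beta-oxidation and 12 for fatty acid biosynthetic process were DEGs immediately after exposure and not at 6 h.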

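The gene fat-1 (WBGene00001393) lies on chromosome IV from 13315644 to 13318811 and has 3 exons. In wild type, its expression was 347.7 ± 14.7 CPM (SD, n = 5) at 400 mM and 257.9 ± 6.80 at 0 mM immediately after exposure. The log2 fold change was 0.43 (standard error 0.044, adjusted p = 2.7e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 0.41 and 0.45 with each library left out in turn, and every library at 400 mM was above every library at 0 mM. At 6 h, the values were 314.4 ± 21.7 and 286.7 ± 9.68 CPM (SD, n = 5), a log2 fold change of 0.13 (adjusted p = 0.0927 from the edgeR test). The replicate number as a block put this change past the threshold, with an adjusted p of 0.0354 in the edgeR test (0.0354 to 0.173 over the alternatives, DESeq2 among them). The effect was larger immediately after exposure than at 6 h by 0.30 on the log2 scale (standard error 0.062, adjusted p = 0.00437 for the interaction in the edgeR test).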

Interestingly, the fatty acid desaturase gene, *fat‐1*, that we previously identified as an important regulator of the acute alcohol response (Raabe et al., 2014), was transiently upregulated following prolonged ethanol exposure. In addition, among the overrepresented GO terms was the “innate immune response,” which we have identified as a class of genes that is regulated by SWI/SNF chromatin remodeling complexes in adult neurons (Mathies et al., 2020).

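The paper's list for this category holds 64 genes, chosen among DEGs of the same libraries. Here 60 of them were DEGs immediately after exposure and not at 6 h, 41 upregulated and 19 downregulated. The ethanol effect on 33 of the 64 genes differed between the times in the interaction test (adjusted p under 0.05, edgeR's quasi-likelihood test). At 6 h, 35 of the 64 had a log2 fold change in the direction seen immediately after exposure. With each wild-type library left out in turn, between 52 and 61 of the listed genes met the definition of the transient set. With the replicate number as a block, 48 of them did.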

**FIGURE 3:**
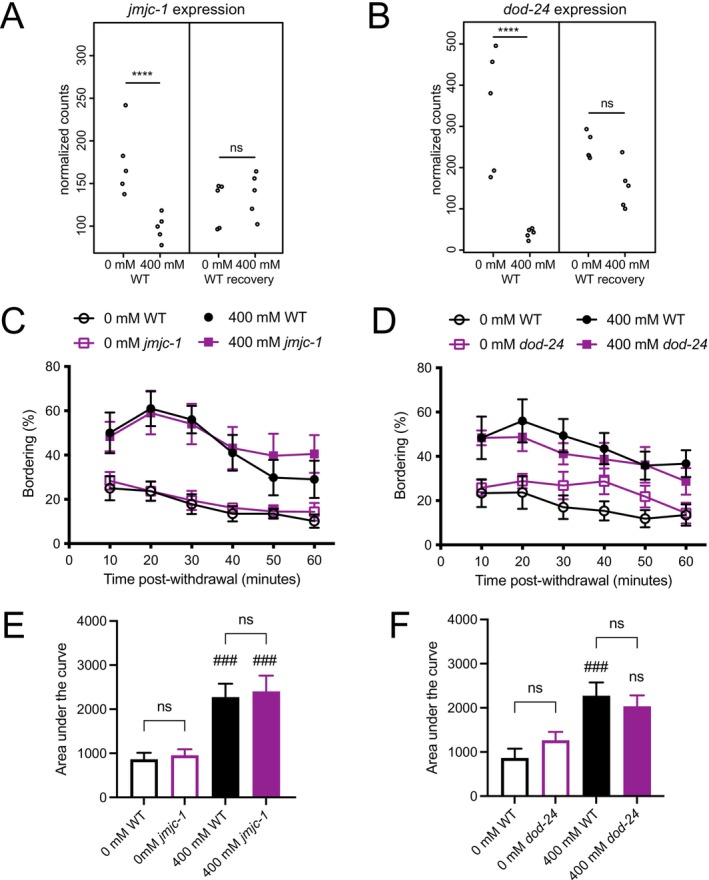
*npr‐1* pathway genes that are regulated following prolonged ethanol exposure. (A, B) Normalized expression of *jmjc‐1* (A) and *dod‐24* (B) in wild‐type RNA‐sequencing samples harvested immediately postexposure (0 h post‐exp) or 6 h postexposure (6 h post‐exp); both genes have significantly reduced expression immediately following ethanol exposure that is not maintained 6 h postexposure. Adjusted *p*‐value from DESeq2 analysis; ns, not significant; ****p ≤ 0.0001. (C, D) Bordering assays were performed on wild type (WT) in parallel with *jmjc‐1(tm3525)* (C) or *dod‐24(ok2629)* (D) mutants; wild type (black circles), mutant (purple squares) (*n* = 6). Filled symbols indicate prior exposure to 400 mM ethanol; open symbols indicate prior exposure to 0 mM ethanol. (C, D) Wild*‐*type, *jmjc‐1(tm3525)*, and *dod‐24(ok2629)* ethanol‐treated worms demonstrated more bordering than untreated worms; this is WIB. Statistical comparisons were made using two‐way ANOVA; for the effect of treatment in (C): Wild type = 0.0081; *jmjc‐1* = 0.0086; for the effect of treatment in (D): Wild type = 0.0088; *dod‐24, p* = 0.0403. (E, F) Area under the curve (AUC) for assays in C, D. (E) Wild type and *jmjc‐1(tm3525)* had significant WIB (400 mM vs. 0 mM). (F) Wild type had significant WIB, while *dod‐24(ok2629)* did not. Statistical comparisons were made using one‐way ANOVA with Holm‐Šídák multiple comparisons post hoc tests; for the effect of treatment: ns, not significant; ^###^ *p* ≤ 0.001; for the effect of genotype: ns, not significant. Error bars indicate SEM.

### Neuropeptide Y signaling

Prolonged ethanol exposure produces an increase in bordering that phenocopies loss‐of‐function alleles of the neuropeptide Y‐like receptor encoded by *npr‐1* (Davies et al., 2004). A working model for the relationship between *npr‐1* and WIB is that ethanol activates the *npr‐1* pathway, leading to a compensatory downregulation of the pathway during prolonged ethanol exposure that produces increased bordering upon removal from ethanol. The mechanism by which *npr‐1* pathway activity is downregulated is not known. One simple possibility is that *npr‐1* pathway members are transcriptionally regulated during prolonged ethanol exposure, but *npr‐1* itself was not transcriptionally regulated in this paradigm (Davies et al., 2004). 

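Transcripts of npr-1 (WBGene00003807, chromosome X, 4767152 to 4769985) were near the limit of detection, with 0 to 2 counts per library at 0 mM and 1 count in each library at 400 mM immediately after exposure. At 6 h, the counts were 0 to 2 at 0 mM and 0 to 3 at 400 mM. No fold change is given for a gene whose groups all lie at or under 3 counts, and the adjusted p was 0.925 immediately after exposure and 0.798 at 6 h (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For gcy-35 (WBGene00001555, chromosome I, 13325230 to 13333513), which overlaps casc-3, T04D3.5 and the noncoding genes T04D3.9 and WBGene00014501, libraries had 4 to 12 counts at 0 mM and 8 to 12 at 400 mM immediately after exposure, and 3 to 16 and 2 to 30 at 6 h (adjusted p = 0.927 and 0.996 from the edgeR test). For gcy-36 (WBGene00001556, chromosome X, 15479017 to 15485711), the counts were 0 to 4 and 1 to 8, then 1 to 3 and 0 to 7 (adjusted p = 0.780 and 0.666). For tax-2 (WBGene00006525, chromosome I, 9020945 to 9025608), they were 1 to 3 and 2 to 9, then 0 to 3 and 1 to 7 (adjusted p = 0.428 and 0.163, with an unadjusted p of 0.0174 at 6 h). For tax-4 (WBGene00006526, chromosome III, 9181546 to 9185888), they were 1 to 6 and 2 to 7, then 1 to 5 and 0 to 3 (adjusted p = 0.951 and 0.506 from the edgeR test). Small changes in these 5 genes, and decreases from counts near 0, were out of reach at this depth.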

Using our new RNA‐sequencing dataset, we found no changes in the expression of *npr‐1* or in any of four core components of the *npr‐1* signaling pathway, *gcy‐35, gcy‐36, tax‐2, tax‐4*, following an 18‐h exposure to ethanol, although it is important to note that the statistical power to detect changes in expression of these five genes is very low due to their low level of expression (File S4). We expanded our analysis to include any genes that have described genetic, regulatory, or physical interactions with *npr‐1*. This resulted in a list of 44 genes in an extended *npr‐1* network (File S4). Two of these genes, *dod‐24* and *jmjc‐1*, had expression patterns that were suggestive of their involvement in WIB; both had reduced expression immediately off ethanol that was not maintained 6 h postexposure (Figure 3A,B). *dod‐24* and *jmjc‐1* are regulated in an *npr‐1‐*dependent manner in sensory neurons in response to pathogen exposure (Styer et al., 2008); we therefore investigated them as good candidates to be mediators of the *npr‐1* effect on WIB.

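Of the 44 listed genes, 37 had a mean count of at least 1 in the wild-type libraries and were tested. Immediately after exposure, 2 were DEGs over all genes tested, and 2 adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was found for 5. At 6 h, 1 gene was called both over all genes and adjusted over the list alone, and 5 had an unadjusted p under 0.05. This gene, F46F2.3, was named after its values were seen. Its log2 fold change was 0.64 (adjusted p = 0.0158 from the edgeR test), and it was not called without replicate 4 of the 0 mM group or without replicate 5 of the 400 mM group at 6 h, when the count of called genes was 0. A fit with the replicate number as a block called 3 genes of the list at 6 h, dod-24, F46F2.3 and flp-18. In that fit, F46F2.3 had an adjusted p of 6.7e-05 in the edgeR test. For flp-18, also named after its values were seen, the log2 fold change was 0.52 (adjusted p = 0.0133 from the edgeR test).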

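Expression of dod-24 (WBGene00007875, chromosome IV, 12940106 to 12941354) was 2.44 ± 0.72 CPM (SD, n = 5) at 400 mM and 20.3 ± 8.82 at 0 mM immediately after exposure. Every library at 400 mM was below every library at 0 mM. The log2 fold change was −3.06 (standard error 0.30, adjusted p = 1.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between −3.23 and −2.89 with each library left out. At 6 h, 9.35 ± 3.39 and 14.9 ± 2.02 CPM (SD, n = 5) gave a log2 fold change of −0.67 (adjusted p = 0.153 from the edgeR test). With the replicate number as a block, dod-24 passed the threshold at 6 h too, with an adjusted p of 0.00491 in the edgeR test (0.00491 to 0.137 over the alternatives, DESeq2 among them). The interaction of ethanol and time was −2.39 (adjusted p = 0.000370). For jmjc-1 (WBGene00020902, chromosome I, 3631091 to 3636485), which overlaps cah-6, the values immediately after exposure were 5.95 ± 0.91 and 10.5 ± 2.45 CPM (SD, n = 5), again with complete separation. Its log2 fold change was −0.82 (standard error 0.17, adjusted p = 0.00186 from the edgeR test). At 6 h, 8.29 ± 1.51 and 7.50 ± 1.55 CPM (SD, n = 5) gave 0.14 (adjusted p = 0.690), and the interaction was −0.97 (adjusted p = 0.0160 from the edgeR test).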

If the extended ethanol‐induced decrease in *dod‐24* or *jmjc‐1* expression is important in WIB, then loss of function of these genes should decrease ethanol‐induced bordering, and the mutations may phenocopy WIB in the absence of ethanol exposure. To test this idea, we examined *dod‐24* and *jmjc‐1* mutants using the bordering assay. We used deletion mutations that are likely to result in a strong loss of function: *jmjc‐1(tm3525)* removes 429 bp resulting in a severely truncated JMJC*‐*1A protein; it has no effect on JMJC*‐*1B and *dod‐24(ok2629)* removes 401 bp of exon 2, truncating the protein after amino acid 97. Like wild type, both *jmjc‐1(tm3525)* and *dod‐24(ok2629)* showed an increase in bordering following ethanol exposure (Figure 3C,D). To compare the amount of bordering in the different strains and conditions, we used area under the curve (AUC) as a measure of cumulative bordering (Figure 3E,F). *jmjc‐1(tm3525)* mutants had comparable levels of bordering to wild type, both in the presence and absence of ethanol (Figure 3E), suggesting that *jmjc‐1* is not mediating WIB. In contrast, *dod‐24(ok2629)* mutants displayed qualitatively more bordering in the absence of ethanol and less bordering upon ethanol withdrawal than wild type (Figure 3F), and *dod‐24* mutants did not show statistically significant WIB when assessed using AUC.

We tested the possibility that *dod‐24* is required for bordering behavior itself, rather than for WIB in particular. *npr‐1* mutants show a strong bordering phenotype (de Bono & Bargmann, 1998). We generated a *dod‐24; npr‐1* double mutant and assessed its bordering behavior and found that *dod‐24* does not suppress the bordering behavior of *npr‐1* mutants in the absence of ethanol, demonstrating that the function of *dod‐24* is not essential for all bordering behavior (Figure S2A). Another possibility is that *dod‐24* may affect the accumulation or clearance of ethanol, and therefore affect WIB through changing the severity of the withdrawal from ethanol, so we examined tissue ethanol accumulation in *dod‐24* mutants. We found that *dod‐24* does not affect ethanol pharmacokinetics (Figure S3). Together, these results suggest that *dod‐24* contributes to WIB, but that it is not the sole gene mediating this behavioral change.

### SWI/SNF chromatin remodeling regulates withdrawal‐induced bordering

We interpret the WIB phenotype as revealing physiological changes that occurred during the prolonged ethanol exposure. There is growing evidence that epigenetic regulation underlies some of the physiological changes that occur following chronic alcohol use (reviewed in Berkel & Pandey, 2017; Cruise et al., 2023). We have previously found that SWI/SNF chromatin remodeling complexes regulate behavioral responses to acute alcohol exposure in *C. elegans* independent of affecting ethanol pharmacokinetics (Mathies et al., 2015), so we reasoned that they might also be mediating behavioral responses to prolonged ethanol exposure.

SWI/SNF complexes can be classified as BAF or PBAF, based on their subunit composition (Kwon & Wagner, 2007; Mohrmann et al., 2004; Mohrmann & Verrijzer, 2005). We previously defined the functions of all SWI/SNF subunits in the acute alcohol response in *C. elegans* and found that three PBAF subunits, SWSN*‐*7, SWSN*‐*9, and PHF*‐*10, were required for the development of acute functional tolerance (AFT) to ethanol (Mathies et al., 2015). Because PBAF is required for acute tolerance to ethanol, we hypothesized that it may also be important for the response to prolonged ethanol exposure. To examine the function of PBAF in WIB, we used *swsn‐9* as a representative member of the complex because there is a homozygous viable, strong loss‐of‐function deletion allele of the gene, *ok1354* (Large & Mathies, 2014; Mathies et al., 2015).

We performed bordering assays on *swsn‐9* mutants in parallel with wild‐type N2 (Figure 4A). Both N2 and *swsn‐9(ok1354)* worms showed an increase in bordering behavior following removal from ethanol. *swsn‐9(ok1354)* appeared to border less than wild type upon withdrawal from 400 mM ethanol. To examine this possibility, we used AUC to compare bordering in each of the genotypes and conditions (Figure 4B). N2 and *swsn‐9* mutants had a similar amount of bordering in the absence of ethanol and both genotypes bordered significantly more upon withdrawal from ethanol. However, *swsn‐9* mutants bordered significantly less than wild type following withdrawal from 400 mM ethanol, indicating that *swsn‐9* is required for normal levels of WIB.

**FIGURE 4:**
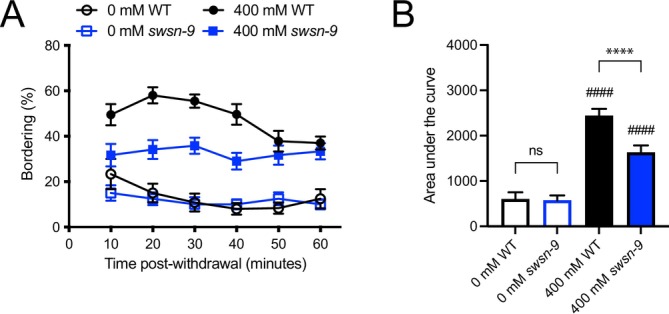
SWI/SNF PBAF subunit SWSN*‐*9 is required for normal levels of WIB. (A) Bordering assays were performed with wild‐type N2 (WT, black circles) and *swsn‐9(ok1354)* (blue squares). Filled symbols indicate prior exposure to 400 mM ethanol; open symbols indicate prior exposure to 0 mM ethanol. (B) Both wild‐type and *swsn‐9(ok1354)* worms bordered significantly more following ethanol exposure when compared with untreated worms; this is WIB. Statistical comparisons were made using mixed‐effects analysis; for the effect of treatment: Wild type, *p* ≤ 0.0001; *swsn‐9, p* = 0.0008. (B) Area under the curve for assay in B. Both wild type and *swsn‐9(ok1354)* had significant WIB (400 mM vs. 0 mM). Wild*‐*type and *swsn‐9(ok1354)* worms had similar levels of bordering following 0 mM exposure, but withdrawal‐induced bordering was significantly lower in *swsn‐9(ok1354)* than in wild type. Error bars indicate SEM. Statistical comparisons were made using one‐way ANOVA; for the effect of treatment: ^####^ *p* < 0.0001; for the effect of genotype: ns, not significant; ****p ≤ 0.0001.

We found that loss of *swsn‐9* does not affect ethanol pharmacokinetics (Figure S3), and it does not suppress *npr‐1‐*mediated bordering (Figure S2B), indicating that the effect of *swsn‐9* on WIB is specific to the bordering induced by withdrawal from extended ethanol exposure.

### *swsn‐9* regulates genes that may be important for WIB

SWI/SNF complexes regulate gene expression by altering chromatin structure, so we reasoned that *swsn‐9* may be regulating genes that are important for the physiological changes that underlie WIB. To identify these genes, we examined gene expression in *swsn‐9(ok1354)* mutants following withdrawal from either 0 mM or 400 mM ethanol. We performed five biological replicates on different days and 0 mM and 400 mM ethanol exposures were done in parallel. The worms were harvested immediately after ethanol exposure and RNA‐sequencing libraries were prepared and sequenced by GeneWiz (South Plainfield, NJ).

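The swsn-9 mutants, which carry a deletion in a subunit gene of the PBAF form of SWI/SNF, were exposed to 0 or 400 mM ethanol for 18 h and harvested immediately, with 5 libraries in each group. The targeted gene swsn-9 (WBGene00007256, chromosome I, 7224656 to 7227765) checks the labels. At 0 mM, its expression was 59.5 ± 5.03 CPM (SD, n = 5) in the mutants and 193.2 ± 8.61 in wild type, a log2 fold change of −1.70 (standard error 0.049, adjusted p = 4.6e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all libraries of the study, 864 to 1554 reads were counted on the gene in each mutant library and 2249 to 4636 in each wild-type library. Total counts of the mutants ran from 13505523 to 17122365 per library at 0 mM (median 16504150) and from 14280255 to 21922377 at 400 mM (median 16542507). These are the authors' gene counts of the same table as for wild type, without normalization. The 10 mutant and 20 wild-type libraries were fitted together in 1 model of 6 groups, as the paper re-analyzed them together, which covered 16934 genes with a mean count of at least 1. A difference in the ethanol effect between the genotypes was tested as an interaction of ethanol and genotype.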

To examine the correlation among our samples and replicates, we performed principal component analysis. We included our wild*‐*type N2 gene expression data in this analysis so that comparisons could be made across all genotypes and treatments. 

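With all 30 libraries, the first component of the regularized log values held 53.2% of the variance and the second 19.1%. At 0 mM immediately after exposure, swsn-9 mutants scored 11.15 ± 4.28 (SD, n = 5) and wild type −4.26 ± 2.75 (SD, n = 5) on the first component, a difference of 15.4 (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0146). At 400 mM, the genotypes differed by 18.6 on it, with the same exact p. On the second component, the mutants were at −3.30 ± 2.25 (SD, n = 5) at 400 mM and 10.60 ± 2.73 at 0 mM (exact permutation test, p = 0.00794, adjusted 0.0146). Wild type was at −9.94 ± 1.82 and −2.91 ± 2.56 (SD, n = 5) on this component, with the same exact p. The second component also differed between the genotypes at 0 mM, and the first between the times in wild type at 0 mM, by −7.40 (exact permutation test, p = 0.00794).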

We found that our replicates grouped together and that the difference between genotypes accounted for 53% of the variance (PC1), while treatment accounted for 19% of the variance (PC2) in the dataset (Figure 5A).

**FIGURE 5:**
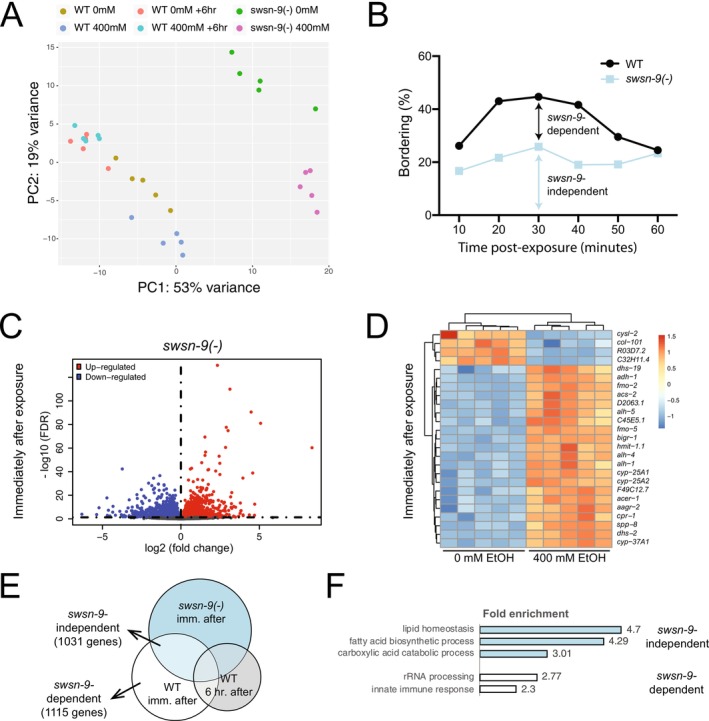
*swsn‐9* is required for some ethanol‐induced gene expression changes. Wild‐type or *swsn‐9* mutant animals were exposed to 0 or 400 mM ethanol for 18 h. RNA sequencing was performed immediately following exposure, or after a 6‐h withdrawal period. (A) Principal component analysis with gene expression plotted relative to the first two principal components (PC1 and PC2); replicates group together. Wild‐type N2 (WT) and *swsn‐9* mutants are separated by PC1, while control (0 mM ethanol) and treatment (400 mM ethanol) are distinguished by PC2. The difference between samples treated with 0 mM versus 400 mM ethanol is more pronounced for *swsn‐9* mutants than it is for wild‐type worms. (B) We expect gene expression differences that are responsible for WIB to fall into two classes: *swsn‐9*‐independent changes explain WIB in *swsn‐9* mutants, and *swsn‐9‐*dependent changes explain the difference in WIB between wild‐type and *swsn‐9* mutants. (C, D) Gene expression results for *swsn‐9* mutant worms exposed to 400 mM ethanol compared with 0 mM ethanol. (C) Volcano plot depicting genes that are upregulated (red) or downregulated (blue). (D) Heat map of the top 25 differentially expressed genes with blue indicating lower and red indicating higher expression. (E) Venn diagram showing the overlap between ethanol‐induced DEGs in *swsn‐9* mutants immediately following ethanol exposure (imm. after) versus wild type, immediately following ethanol exposure (imm. after) or 6 h postexposure (6 h after). (F) Gene Ontology (GO) biological process terms that are overrepresented among *swsn‐*9‐dependent or *swsn‐9‐*independent DEGs.

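Between the mean positions at 400 mM and 0 mM in the plane of both components, the distance was 15.24 in swsn-9 mutants and 7.68 in wild type immediately after exposure, a ratio of 1.98. The ratio was between 1.58, without replicate 2, and 2.37, without replicate 5, when each replicate number was left out in turn. In wild type at 6 h, the distance was 1.39. The order of the times in wild type depended on the values used. With log2 CPM in place of regularized log values, the distance was 5.24 immediately after exposure and 7.54 at 6 h, and it was 29.8 in the mutants. On the first component, the mutants were at 17.39 ± 0.84 (SD, n = 5) at 400 mM, a difference from 0 mM with p = 0.0397 in the exact permutation test that failed the correction (adjusted 0.0514). The corresponding difference of 3.10 in wild type had p = 0.119 in the exact permutation test (adjusted 0.146). By pairs of the same replicate number, 400 mM was higher on the first component in 5 of 5 in wild type (mean difference 3.10 ± 1.72, SD; exact test over changes of sign, p = 0.0625, the smallest that 5 pairs can give) and in 4 of 5 in the mutants (6.24 ± 4.39, SD; exact p = 0.125).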

Our behavioral analysis suggests that genes underlying WIB fall into at least two classes: (1) genes that are mediating WIB in *swsn‐9* mutants (*swsn‐9‐*independent) and (2) genes that are responsible for the difference in the degree of WIB between wild‐type and *swsn‐9* mutants (*swsn‐9‐*dependent) (Figure 5B). We compared gene expression in *swsn‐9* mutants exposed to 400 mM or 0 mM ethanol and found 4274 genes that were differentially expressed between treatment and control (FDR < 0.05; fold change >1); more genes were downregulated (2605) than were upregulated (1669) in response to ethanol exposure (Figure 5C). 

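In the model of all 30 libraries, 4122 of 16934 genes were differentially expressed in swsn-9 mutants, 1702 upregulated and 2420 downregulated at 400 mM. An unadjusted p under 0.05 was found for 6243 genes. Their median log2 fold change was 0.46 in size (0.45 with 129 genes at the bound of 3 counts). Complete separation of 400 mM and 0 mM was seen in 2864 genes (16.9%), 2522 of them DEGs. More genes were also down than up with DESeq2 (1669 up and 2605 down), with its size factors in edgeR (1682 and 2515), with no filter (1559 and 1966), with the replicate number as a block (2258 and 2860) and in all 10 fits that each left out a mutant library (1219 to 2061 up and 2540 to 3433 down). The order was the other way with edgeR's filterByExpr, which drops more genes of low count before scaling (1944 and 1869), and with only the mutant libraries fitted (2090 and 1928). It also depended on the library that TMM scales the others to. More genes were up with 7 of 10 mutant libraries as this reference, and more were down with all 20 wild-type libraries. The fits that left out a library chose this reference anew, so they do not part the effect of a library from the scaling.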

When we re‐analyzed our wild*‐*type samples with the *swsn‐9* mutant samples, we identified 2645 DEGs immediately off ethanol and 1460 DEGs 6 h postexposure. 

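In the same model, 2432 genes were DEGs in wild type immediately after exposure, 1247 upregulated and 1185 downregulated, and 4400 had an unadjusted p under 0.05. At 6 h, there were 826 DEGs, 577 upregulated and 249 downregulated, with 3321 at an unadjusted p under 0.05. Without replicate 4 of the 0 mM group at 6 h, the latter count was 490. A fit with the replicate number as a block gave 1487.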

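Of the 2067 genes called in wild type immediately after exposure from the 20 libraries alone, 2016 (97.5%) were also called from all 30 libraries, where they made up 82.9% of the calls. At 6 h, 612 of 639 genes (95.8%) were called both times, which is 74.1% of the 826 calls from all libraries. Both fits share the wild-type libraries, so this overlap is not an independent repeat.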

Importantly, the DEGs identified in this analysis are largely overlapping with our previous analysis. All DEG lists are in File S5. 

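Among the 25 genes with the smallest p in swsn-9 mutants, 21 were upregulated at 400 mM, with log2 fold changes between 0.61 and 8.29 in size and a largest adjusted p of 2.9e-11 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In wild type, 11 of these 25 were also among the 25 with the smallest p immediately after exposure. Of the 25 of wild type, 23 were called in the mutants in the same direction. Among genes with complete separation, fmo-5 and fmo-2 rose and cysl-2 and col-101 fell with the smallest p. In the mutants, fmo-5 had 58.8 ± 3.63 CPM (SD, n = 5) at 400 mM and 11.7 ± 0.87 at 0 mM, a log2 fold change of 2.33 (standard error 0.085, adjusted p = 5.3e-19). For fmo-2 (WBGene00001477, chromosome IV, 10682524 to 10684367), the values were 148.7 ± 23.7 and 0.44 ± 0.47 CPM (SD, n = 5). The libraries at 0 mM had 1 to 24 counts, so the fitted log2 fold change of 8.29 (standard error 0.31, adjusted p = 5.9e-19 from the edgeR test) rests on few reads. The gene cysl-2 fell from 48.1 ± 7.26 to 19.2 ± 1.33 CPM (SD, n = 5), a log2 fold change of −1.33 (standard error 0.088, adjusted p = 1.3e-12 from the edgeR test). For col-101 (WBGene00000675, chromosome IV, 325435 to 327020), which overlaps drl-1, 716.5 ± 87.6 and 215.7 ± 45.5 CPM (SD, n = 5) gave a log2 fold change of −1.73 (standard error 0.13, adjusted p = 1.0e-11). In wild type, the log2 fold change of col-101 was −0.20 (adjusted p = 0.328 from the edgeR test), and the interaction of ethanol and genotype was −1.54.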

The top 25 ethanol‐responsive genes are shown in the heatmap (Figure 5D); most of the genes are upregulated following ethanol exposure. We characterized the overlap between ethanol‐induced DEGs in wild‐type and *swsn‐9* mutants (Figure 5E). 

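In the model of all libraries, 2125 genes were DEGs in wild type immediately after exposure and not at 6 h. Of these, 1064 were not DEGs in swsn-9 mutants, 526 upregulated and 538 downregulated, and 1030 were DEGs in both genotypes in the same direction, 520 upregulated and 510 downregulated. Another 31 were DEGs in both genotypes in opposite directions. The interaction of ethanol and genotype had an adjusted p under 0.05 (edgeR's quasi-likelihood test) for 206 of the 1064 genes (19.4%) and for 60 of the 1030 (5.83%). The replicate number as a block gave 117 of 1235 for the latter set, and 61 genes with opposite directions. In the mutants, 829 of the 1064 genes (77.9%) had a log2 fold change in the wild-type direction, and 237 had an unadjusted p under 0.05. The median size of the log2 fold change in this set was 0.69 in wild type and 0.17 in the mutants (0.64 and 0.17 with genes at the bound of 3 counts). In the set of 1030 genes, it was 0.56 in wild type and 0.54 in the mutants, and 0.54 in both with such genes at the bound. With only the libraries of each compared pair of groups fitted, the first set held 616 genes.

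**Figure D2:**
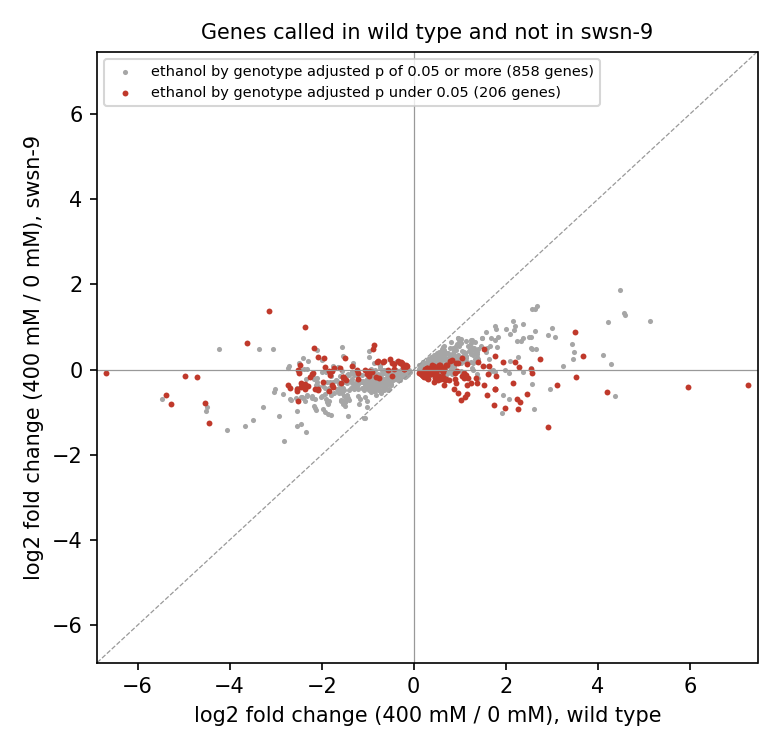
Each point is a gene called in wild type immediately after exposure, and neither at 6 h nor in swsn-9 mutants, with its log2 fold change (400 mM over 0 mM) in wild type on the x axis and in swsn-9 mutants on the y axis. The 206 red points had an adjusted p under 0.05 in the interaction of ethanol and genotype, the 858 grey points did not, and the dashed line marks equal change in both genotypes.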

We expect to find *swsn‐9‐*dependent gene expression changes among the 1031 genes that are unique to N2 and *swsn‐9‐*independent gene expression changes among the 1078 genes that are common to wild‐type and *swsn‐9* mutants and that change in the same direction in both genotypes. All DEG lists are in File S5. In both cases, we excluded genes whose expression remains changed 6 h postexposure to ethanol because we do not observe WIB at this time. 

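The paper's lists for innate immune response, fatty acid biosynthetic process and lipid homeostasis hold DEGs of these libraries, so their calls are not independent evidence. Of 35 genes listed for innate immune response, 32 were DEGs in wild type, not at 6 h and not in swsn-9 mutants, 26 upregulated and 6 downregulated. In the interaction of ethanol and genotype, 13 of the 35 had an adjusted p under 0.05 (edgeR's quasi-likelihood test), and 22 had a log2 fold change of the same direction in the mutants. Of 12 genes listed for fatty acid biosynthetic process, 11 were DEGs in both genotypes in the same direction, 5 upregulated and 6 downregulated. In the interaction test, 0 of the 12 passed, and 1 did with the replicate number as a block. Of 10 genes listed for lipid homeostasis, 9 met the same definition, 8 upregulated and 1 downregulated, and 3 of the 10 passed the interaction test. With each library left out in turn, the definitions held for 25 to 33, 9 to 12 and 6 to 9 genes of these lists.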

We performed GO term analysis on the *swsn‐9‐*dependent and *swsn‐9‐*independent DEGs and found that the *swsn‐9‐*dependent genes have an overrepresentation of genes in the GO “innate immune response” category and *swsn‐9‐*independent genes have an overrepresentation of genes in the GO “fatty acid biosynthetic process” category (Figure 5F, File S6).

## DISCUSSION

Prolonged exposure to alcohol causes profound changes in gene expression in the human brain, and such persistent gene expression changes are thought to be important in the development of alcohol dependence and in the etiology of AUD (e.g., Willis et al., 2025). We sought to identify gene expression changes that underlie the development of physiological dependence on ethanol in *C. elegans*. Following an extended (18 h) exposure to ethanol, worms develop physical dependence on ethanol. We observe this dependence by changes in behavior when the ethanol is withdrawn; we find that ethanol‐withdrawn worms transiently increase their preference for being located in the thicker border of a bacterial lawn, a behavior we call “withdrawal‐induced bordering” (WIB) (Davies et al., 2004). Here, we investigated the mechanisms underlying WIB, concentrating on gene expression changes following prolonged ethanol exposure, to identify genes mediating the behavioral effects of ethanol withdrawal. We focused on differential gene expression observed after 18 h of ethanol exposure, when WIB is apparent, but that is lost by 6 h of withdrawal, when the WIB behavior was no longer detectable. We performed RNA sequencing on animals immediately following 18 h of ethanol exposure, and following 18 h of ethanol exposure and 6 h of withdrawal. Two hundred and ninety‐one genes were differentially expressed persistently upon removal from ethanol and after 6 h in the absence of ethanol; we hypothesize that some of these gene expression changes may underlie other behavioral consequences of prolonged ethanol exposure that were not measured here. We found 1870 genes whose expression changed following an 18‐h ethanol exposure and was normalized after a 6‐h recovery period in the absence of ethanol.

### SWI/SNF‐dependent and independent gene expression changes identify different biological processes

The SWI/SNF complex gene *swsn‐9* is required for normal levels of WIB and the full gene expression response to prolonged ethanol exposure. 

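Transient DEGs of wild type that were not DEGs in swsn-9 mutants made up 50.1% of the transient DEGs in the model of all libraries. The interaction of ethanol and genotype had an adjusted p under 0.05 for 703 genes (edgeR's quasi-likelihood test). The log2 fold change with ethanol was higher in the mutants in 237 and lower in 466. These values are signed, so a lower one can mean a weaker increase or a stronger decrease in the mutants. Of these 703 genes, 497 (70.7%) lay outside that set. In the mutants, 2857 of the DEGs (69.3%) were not DEGs in wild type immediately after exposure, and 336 of them passed the interaction test. The interaction count moved when libraries were left out. It was 1372 without replicate 5 of the mutants at 0 mM and 1179 without replicate 3 of the mutants at 400 mM. Each such fit also chose anew the library that TMM scales to, a choice that by itself gave 617 to 1117 genes. These causes were not tested apart. The interaction count was 1171 with the replicate number as a block, with a higher log2 fold change in the mutants in 422. Of these 1171 genes, 928 lay outside the set of the same fit, and 541 were DEGs in the mutants only. From the share of ethanol-responsive genes that are not called in the mutants, and the share of bordering lost in them, the paper proposes that swsn-9 regulates genes behind part of the withdrawal phenotype.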

About half of the genes that are normally differentially expressed following ethanol exposure are dependent on *swsn‐9* for their regulation and about half of the bordering that is induced by withdrawal from prolonged ethanol exposure is dependent upon *swsn‐9*. This suggests that *swsn‐9*, and by extension the PBAF complex, regulates genes that explain approximately half of the ethanol withdrawal phenotype. Interestingly, GO analysis identifies innate immune genes as a functional group that is overrepresented among the *swsn‐9‐*dependent gene expression changes. We have previously demonstrated that innate immune genes are overrepresented among genes that are regulated by SWI/SNF complexes in adults and in neurons (in the absence of ethanol) (Mathies et al., 2020). To ask whether the same genes might be mediating the SWI/SNF effect on acute and chronic alcohol responses, we compared the innate immunity genes identified in the two studies. 

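The genes F01D5.1 (WBGene00008492, 13996958 to 13997581) and F01D5.5 (WBGene00008495, 14001686 to 14002300) lie on chromosome II and had few reads. In wild type, F01D5.1 had 0 to 9 counts per library at 400 mM and 8 to 51 at 0 mM immediately after exposure, or 0.27 ± 0.22 and 1.81 ± 1.16 CPM (SD, n = 5). Its log2 fold change was −2.66 (standard error 0.56, adjusted p = 0.00106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In swsn-9 mutants, 1.28 ± 0.67 and 2.09 ± 0.91 CPM (SD, n = 5) gave −0.70 (standard error 0.44, adjusted p = 0.251). The difference between the genotypes, tested as the interaction, was 1.96 (standard error 0.72, adjusted p = 0.134 from the edgeR test). With the replicate number as a block it passed the threshold, with an adjusted p of 0.0158 in the edgeR test (0.0158 to 0.153 over the alternatives, DESeq2 among them). F01D5.5 had 0.93 ± 0.36 CPM (SD, n = 5) at 400 mM and 2.02 ± 1.04 at 0 mM in wild type, and 3 of the 5 libraries at 400 mM were below all libraries at 0 mM. The log2 fold change was −1.11 (standard error 0.36, adjusted p = 0.0327 from the edgeR test). Without replicate 4 of wild type at 0 mM, it was −0.76 with an adjusted p of 0.177, and 5 of the 10 fits that each left out a library of these groups put the adjusted p above the threshold. In the mutants, 4.05 ± 1.41 and 4.86 ± 1.46 CPM (SD, n = 5) gave −0.26 (standard error 0.29, adjusted p = 0.541 from the edgeR test). The interaction for F01D5.5 was 0.85 (standard error 0.46, adjusted p = 0.358). At 0 mM, F01D5.5 was higher in the mutants than in wild type, with a log2 fold change of 1.25 (adjusted p = 0.00151 from the edgeR test).

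**Figure D3:**
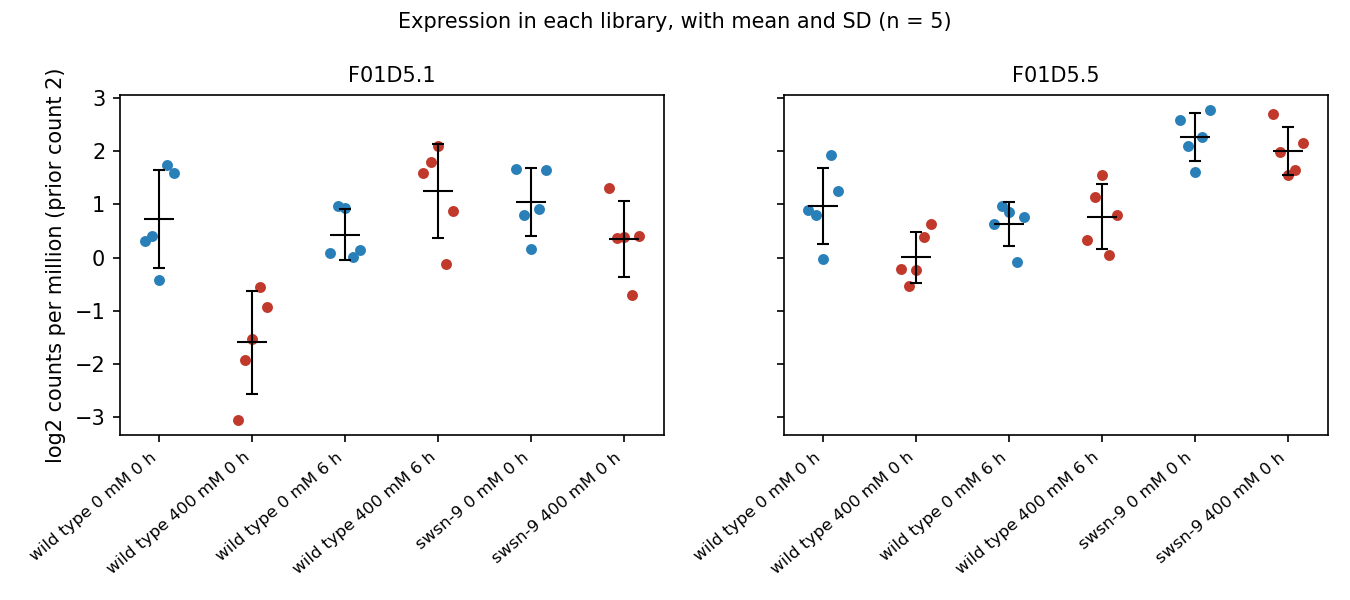
Expression of F01D5.1 and F01D5.5 in each library as log2 CPM with a prior count of 2, by genotype, ethanol dose and time after exposure, with blue points at 0 mM and red points at 400 mM. Black bars give the mean and SD of the 5 libraries of a group, and the groups of F01D5.5 overlap in wild type immediately after exposure.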

We found two genes in common: F01D5.1 and F01D5.5 are negatively regulated by SWI/SNF in adult neurons (Mathies et al., 2020) and had reduced expression following prolonged ethanol exposure that was dependent on *swsn‐9* (this study). Increased F01D5.1 and F01D5.5 expression is associated with reduced AFT in SWI/SNF mutants and reduced expression is associated with *swsn‐9‐*dependent WIB following prolonged ethanol exposure. These findings raise the possibility that F01D5.1 and F01D5.5 may be important for the behavioral effects of acute and prolonged (chronic) alcohol exposure.

### Regulation of *npr‐1/NPY* pathway components

Bordering behavior has been extensively characterized in *C. elegans* (reviewed in Portman, 2020). In the wild, one mechanism by which *C. elegans* localize themselves beneath the surface of the soil is through a preference for the lower oxygen environment underground. In the laboratory, the border of a bacterial lawn is thicker and has a lower local oxygen concentration; this is the cue that promotes bordering behavior. The *npr‐1* NPY receptor‐like signaling pathway is a key player in modulating the amount of bordering behavior demonstrated by animals. The increased bordering seen following withdrawal from ethanol phenocopies the effect of loss‐of‐function mutations in *npr‐1* (Davies et al., 2004). Acute exposure to ethanol suppresses bordering behavior, suggesting that ethanol potentiates the activity of the *npr‐1* signaling pathway (Davies et al., 2004). Together, these observations led us to a model in which prolonged ethanol exposure‐induced potentiation of *npr‐1* signaling causes a compensatory downregulation of the *npr‐1* signaling pathway. This downregulation is revealed as WIB when animals are withdrawn from extended ethanol. We examined the expression of known *npr‐1* signal transduction pathway components and genes that are differentially regulated in an *npr‐1*‐dependent manner and found two genes, *jmjc‐1* and *dod‐24*, whose expression was decreased by prolonged ethanol exposure but had returned to normal after 6 h of withdrawal. If reduced expression of either gene is responsible for the increased bordering upon withdrawal, we would expect loss‐of‐function mutants to have less or no increase in bordering following ethanol withdrawal because gene function cannot be reduced further. We also may observe increased bordering in the absence of ethanol because loss of gene function may mimic the ethanol‐induced inhibition of gene expression. We found that a mutation in *jmjc‐1* did not alter the behavior of animals in the WIB assay, suggesting that *jmjc‐1* is not involved in this withdrawal phenotype. It should be noted, however, that the *jmjc‐1* mutant only affects JMJC*‐*1A, so it remains possible that JMJC*‐*1B may play a role in WIB.

### *dod‐24* is required for WIB

We identified a role for the gene encoding the CUB‐like domain‐containing protein DOD‐24 in ethanol‐induced withdrawal behavior. The increase in bordering after withdrawal from extended ethanol exposure appears to be attenuated in *dod‐24* mutants; WIB was statistically significant by ANOVA (effect of treatment), but not by area under the curve comparisons. This lack of significance for the area under the curve measure is partially driven by a trend toward elevated basal bordering behavior shown by the untreated animals. Both of these *dod‐24* phenotypes of increased basal bordering and reduced WIB are consistent with a gene whose expression is reduced following ethanol exposure and that underlies WIB, suggesting that *dod‐24* has a role in WIB. While the molecular function of DOD*‐*24 has not yet been described, several studies suggest a role for DOD*‐*24 in neurons. Most recently, Weng et al. (2024) demonstrated that *dod‐24* is important for maintaining proper neuronal function in aged animals and suggested that this role is neuron‐autonomous. Two additional studies point to a possible function for *dod‐24*: Mack et al. (2022) found that *dod‐24* and several Δ9 fatty acid desaturases are regulated by the minibrain‐related kinase *mbk‐1*. *mbk‐1* mutants are defective in the ability to withstand heat shock. Okahata et al. (2024) directly tested *dod‐24* for a role in temperature tolerance using a cold shock paradigm; *dod‐24* mutant animals are more sensitive to cold than wild type, further demonstrating that *dod‐24* has a function in the ability to respond to temperature changes. One mechanism by which animals modulate their responses to temperature is through regulation of the structure of their lipid membranes; this can be achieved through modulation of the fatty acid composition of the membranes (e.g., Devkota et al., 2021). We have previously demonstrated that both temperature and genes that are involved in lipid metabolism can modulate acute ethanol responses (Bettinger et al., 2012; Mathies et al., 2015; Raabe et al., 2014). Furthermore, the development of acute functional tolerance to ethanol requires eicosapentaenoic acid, which is generated by the function of the *fat‐1* gene (Raabe et al., 2014), and here, we observed that *fat‐1* is regulated in response to extended ethanol exposure. Together, these observations may suggest that one part of the development of physical dependence on ethanol is the manipulation of membrane structure and function through changes in fatty acid composition. We hypothesize that *dod‐24* may influence neuronal membrane function to affect the WIB phenotype. Importantly, loss of *dod‐24* did not eliminate WIB, indicating that there are additional, as yet unidentified mechanisms underlying WIB.

## FUNDING INFORMATION

This research was supported by grants from the NIH to LDM and JCB (R01 AA024482) and to JCB and AGD (P50 AA022537). Some strains were obtained from the *Caenorhabditis* Genetics Center, which is funded by the NIH Office of Research Infrastructure Programs (P40 OD010440).

## CONFLICT OF INTEREST STATEMENT

The author declares no conflicts of interest.

## Supporting information

Figure S1

Figure S2

Figure S3

File S1

File S2

File S3

File S4

File S5

File S6

Video S1

## Data Availability

Strains are available upon request. The RNA‐sequencing dataset generated during this study is available in the NCBI Sequence Read Archive (SRA), accession number PRJNA1263870, and raw counts are available in the NCBI Gene Expression Omnibus (GEO), accession number: GSE297802.

# Supplementary material for: SWI/SNF complexes modulate gene expression and the development of physical dependence to ethanol
**Source:** Alcohol Clin Exp Res (Hoboken). 2026 Jan 12;50(1):e70223. doi: 10.1111/acer.70223
**Supplement:** Supplementary file 1 — Figure S1

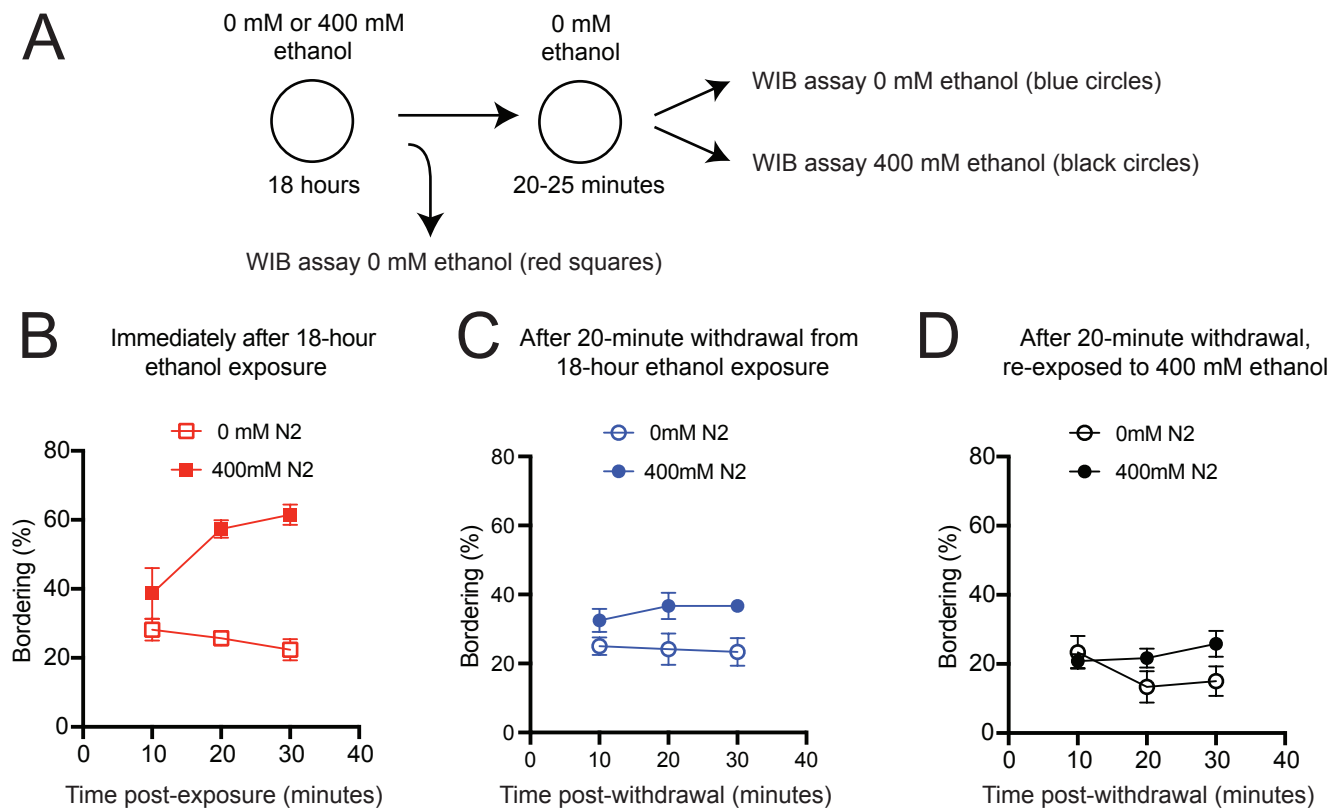

### Figure S1. Re-exposure to ethanol suppresses WIB.

A. Experimental design. Wild-type N2 worms were exposed to 0 mM or 400 mM ethanol for 18 hours. Twenty worms were assayed immediately after exposure (B), while the remaining worms underwent a 20-25 minute withdrawal period before being assayed on plates containing either 0 mM ethanol (continued withdrawal) or 400 mM ethanol (re-exposure). B-D. Bordering assays were performed immediately after removal from ethanol (A) or following a 20-25 minute withdrawal period (B-C). Filled symbols indicate prior 18 hour exposure to 400 mM ethanol; open symbols indicate prior exposure to 0 mM ethanol. B. Worms that were assayed immediately after exposure had significant WIB ( $p \leq 0.0001$ ). C-D. Worms that experienced withdrawal and were assayed on plates with 0 mM ethanol (continued withdrawal) showed a significant effect of treatment ( $p = 0.028$ ), whereas those re-exposed to ethanol did not. Error bars indicate S.E.M. Statistical comparisons were made using two-way ANOVA.

# Supplementary material for: SWI/SNF complexes modulate gene expression and the development of physical dependence to ethanol
**Source:** Alcohol Clin Exp Res (Hoboken). 2026 Jan 12;50(1):e70223. doi: 10.1111/acer.70223
**Supplement:** Supplementary file 2 — Figure S2

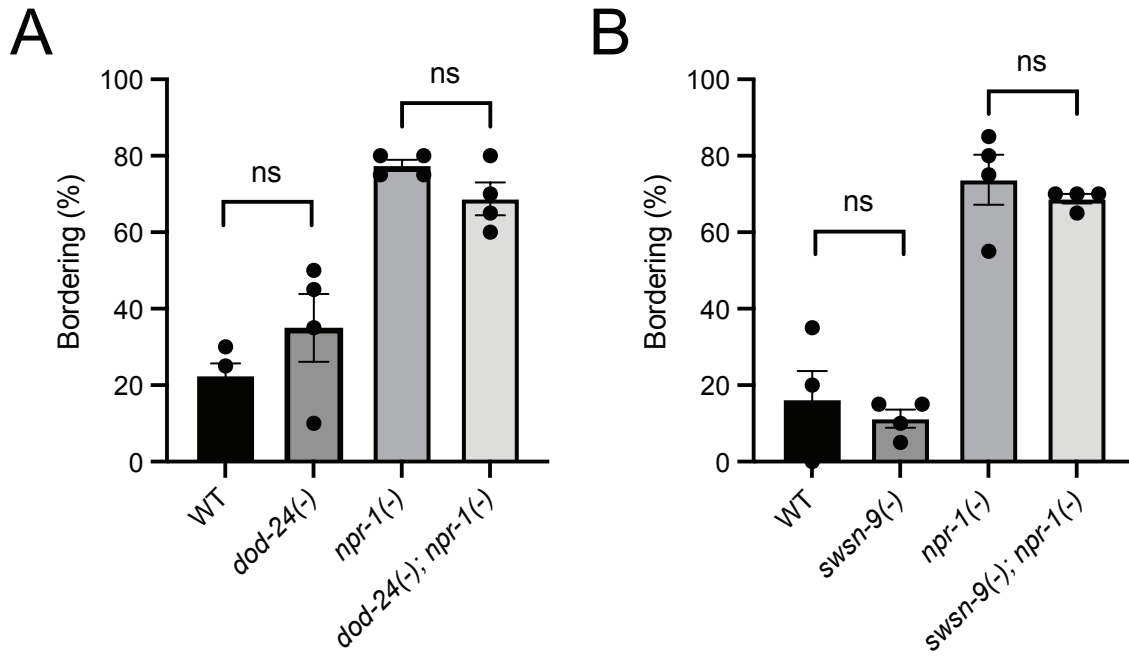

**Figure S2. *dod-24* and *swsn-9* do not broadly affect bordering behavior.**

The ability to suppress bordering in *npr-1(ky13)* mutants was assessed for *dod-24(ok2629)* (A) and *swsn-9(ok1354)* (B). Each mutant was tested alone and in combination with *npr-1* mutants. Wild-type N2 and *npr-1* single mutant worms were included for comparison. A. *dod-24* mutants showed a slight but not statistically significant increase in basal bordering behavior and did not suppress bordering in *npr-1* mutants. B. *swsn-9* mutants displayed wild-type levels of bordering behavior and were similarly not able to suppress bordering in *npr-1* mutants. Statistical comparisons were made using paired Student's t-tests; ns, not significant.

# Supplementary material for: SWI/SNF complexes modulate gene expression and the development of physical dependence to ethanol
**Source:** Alcohol Clin Exp Res (Hoboken). 2026 Jan 12;50(1):e70223. doi: 10.1111/acer.70223
**Supplement:** Supplementary file 3 — Figure S3

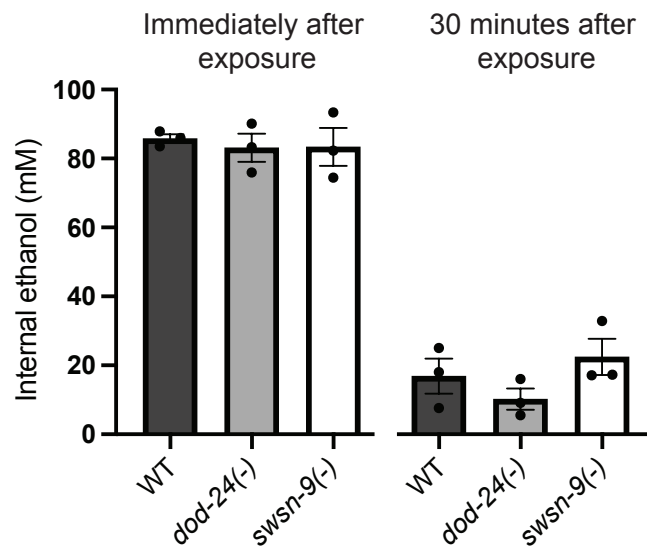

**Figure S3. *dod-24* and *swsn-9* do not affect tissue ethanol concentrations.**

Tissue ethanol concentrations were measured for wild-type N2, *dod-24(ok2629)*, and *swsn-9(ok1354)* mutants following 18-hour exposure to 400 mM ethanol and after a 30-minute withdrawal period. 100 worms were collected immediately after exposure, and an additional 100 worms was transferred to plates containing 0 mM ethanol for 30 minutes prior to collection. Ethanol concentration was measured for all samples, and internal tissue concentrations were calculated. Statistical comparisons were made using two-way ANOVA; no significant effect of genotype was detected.

# Supplementary material for: SWI/SNF complexes modulate gene expression and the development of physical dependence to ethanol
**Source:** Alcohol Clin Exp Res (Hoboken). 2026 Jan 12;50(1):e70223. doi: 10.1111/acer.70223
**Supplement:** Supplementary file 10 — Video S1

**Video S1** Representative withdrawal-induced bordering assay. Worms were treated with 400 mM (left ring) or 0 mM (right ring) ethanol for 18 hours prior to the start of the assay.

How the deposited data were processed for this re-analysis (not part of the article)

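RNA sequencing of C. elegans was analysed in 30 libraries, 5 in each of 6 groups. Wild-type worms were exposed to 0 or 400 mM ethanol for 18 h and harvested immediately or 6 h after removal, and swsn-9 mutants were exposed in the same way and harvested immediately. The authors selected polyadenylated RNA, sequenced paired ends, aligned the reads with STAR and kept reads with 1 alignment only. They deposited the counts that STAR gives per gene for all libraries in a single table, without normalization. The table holds 46739 genes, of which 21921 had no count in any library. Symbols were found for 43720 gene identifiers, and 46484 were in the annotation of Ensembl release 115 for assembly WBcel235, from which positions were taken. The paper writes WBcel325 for the assembly, and the identifiers of the table are those of WBcel235. It also lists the alleles of swsn-9 and jmjc-1 under linkage group III, whereas the annotation and the strain table in its supplement place both genes on chromosome I, which was used. The strand column of the counts is not named in the paper's text, so limits from overlapping genes are given at each gene named.

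Counted reads per library ran from 11812827 to 23505210 (median 16480465). Intervals and limits from these totals cover counting error only. Genes with at most 3 counts in every library of a group were treated as at the limit of detection. No fold change is given where both groups are there, and medians of gene sets are also given with such genes set to the bound that 3 counts allow. The library of each condition was taken from the labels, and the 60 pairs of libraries within groups were checked for copies. None was a copy, the smallest chi-square per gene between a pair being 3.87.

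Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, a mean count of at least 1, quasi-likelihood F tests and Benjamini-Hochberg adjustment at 0.05, and no cutoff on the fold change. Wild type was fitted alone in 20 libraries (16210 genes) and together with the mutants in 30 libraries (16934 genes), as the paper's methods describe for its own tool. The contrasts were ethanol against no ethanol in wild type at both times and in the mutants, the interactions of ethanol with time and with genotype, and the differences between times in wild type and between genotypes at 0 mM. Standard errors of log2 fold changes were derived from the F statistic. Values of single genes are CPM on the TMM scale with the SD of 5 libraries, and exact permutation tests of log2 CPM with a prior count of 2 were two-sided. The smallest p that 5 libraries against 5 can give in them is 0.00794. Scores of the principal components were also compared by pairs of the same replicate number, over all 32 changes of sign, a test chosen after seeing the data. Principal components used DESeq2 1.42.0 regularized log values of the 500 most variable genes, the default of plotPCA, since the paper gives no number.

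The paper states that replicates were collected on different days with control and ethanol exposures in parallel, and the labels number the replicates in each group. The numbers were therefore taken to pair the libraries at 0 and 400 mM of the same genotype and time, although neither source says outright that a number marks a day. Deviations from the group means of same-numbered libraries had a mean correlation across genes, which are not independent replicates, of 0.105 over 15 pairs (−0.118 to 0.329, 8 of 15 over 0.1, permutation p = 0.0016 over 10000 permutations of the numbers). The fit without this pairing stayed the one reported first, and values of the fit with the replicate number as a block are given beside the results that it changes.

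The design, the alternatives listed below and the rule for the genes to name were set before the data were examined. Added later were refits with each library as the reference of TMM, fits without ribosomal RNA genes, the size factors of DESeq2 for the direction of families, fits that left out libraries for the npr-1 network, the category lists and the families, the exchanges of pairs and the replicate block for further values. F46F2.3 and flp-18 were named after their values were seen. Named genes are those whose expression the paper reports, the mutated gene swsn-9 and slo-1, whose product earlier work cited in the paper links to ethanol withdrawal. In each of the 3 ethanol contrasts, the 2 genes with the smallest p that rose and the 2 that fell were added, among genes with an adjusted p under 0.05 and complete separation of the 5 libraries at 400 mM from the 5 at 0 mM. Further lists were the 44 genes of the paper's npr-1 network, the paper's lists of genes for fatty acid beta-oxidation, fatty acid biosynthetic process, lipid homeostasis and innate immune response, and 9 gene families by name. The families were vit, msp, col, cyp, ugt, gst, hsp, clec, and adh with sodh and alh, tested with fry of limma 3.58.1 in 5 contrasts, 45 tests in all.

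Alternatives were DESeq2 with its own size factors and filtering, the size factors of DESeq2 in edgeR, the filterByExpr function, no filter, only the libraries of the compared groups, the replicate number as a block, camera with an estimated correlation for families, other inputs for the principal components, and each library left out in turn, apart from the lists and families named above. Other groupings of the libraries were drawn 100 times for each count of calls, the real grouping included, and all 126 groupings were used for tests of a single value. For the interactions, whole pairs of libraries were exchanged between the times or the genotypes in the fit with the replicate block, 100 times for time and 60 times for genotype.

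The procedure was tested on simulated counts with the real means and library sizes, in which 200 genes were changed by known folds. The changed genes had a higher minimum mean count than the tests used, so recovery was not tested for genes of few reads. No difference between replicate numbers was simulated, so the gain from the block was not tested. In the fit of 20 libraries, 164 of them were recovered (82%) among 170 calls of 16656 genes, with 6 false calls. With the replicate number as a block, 157 were recovered among 168 calls, with 11 false calls. DESeq2 recovered 171 among 191 calls of 13955 genes, with 20 false calls. Of the 200, the interaction with time recovered 143 among 147 calls, and the interaction with genotype recovered 149 among 152 calls of 16720 genes. A contrast in which nothing was changed gave 0 calls.

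No enrichment of categories was computed, because the paper's category lists hold only genes it called in these libraries. The paper's list of DEGs at 6 h was not used here, because its length differs from the count in the text. Behavioral assays and the quantification of other strains were not analysed here.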

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

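The exchanges of pairs for the interactions, the tests of how many genes of a set passed an interaction test, the counts without ribosomal RNA genes and the test of the library that TMM scales to were chosen only after the result was seen.

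In each group of 5 libraries, the gap of the highest or lowest library to its nearest neighbor was divided by the range of the group and compared with Dixon's 95% critical value. Larger gaps were found in 10 of 188 groups, and chance alone gives about 9.4. Of these, 9 were among the 56 groups of library measures, which share libraries, and 1 was among the 132 groups of named genes. Reads on rrn genes, which encode ribosomal RNA, made up 17.9% of the counts in wild type 400 mM 6 h replicate 1 (gap of 0.963 of the range), 6.40% in wild type 0 mM immediately after exposure replicate 5 (0.948) and 5.75% in wild type 0 mM 6 h replicate 1 (0.906). In swsn-9 at 400 mM, replicate 3 had the lowest share, 0.244% (0.785). The 10 most abundant genes held 26.9%, 16.0% and 15.3% of the counts in the same 3 libraries of high share (0.900, 0.849 and 0.845). Their TMM factors were the lowest of their groups at 6 h (gaps of 0.871 at 0 mM and 0.871 at 400 mM, where the factor was 0.798). For cysl-2, swsn-9 at 0 mM replicate 5 had the highest log2 CPM (0.783). If ribosomal RNA reads made the calls at 6 h, these would fall without the rrn genes. Without them there were 708 DEGs at 6 h against 639, and 872 genes in the interaction of ethanol and time against 856, so these reads do not make the calls. How the share came to differ between libraries was not tested. The paper states that replicates were collected on different days, and the labels give no other difference within a group, so no biological explanation was tested for these libraries.

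The ethanol effect in wild type differed between the times in 856 genes and, immediately after exposure, between the genotypes in 703 genes (interactions in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Regrouping the libraries by ethanol, the test set in advance, also removes the ethanol effect that an interaction compares, so it does not decide here. Whole pairs of 0 and 400 mM libraries were exchanged instead, in the fit with the replicate block, where 1576 and 1171 genes passed. Only the real arrangement, 1 of 100 for time and 1 of 60 for genotype, gave as many, and the largest counts of the others were 11 and 8. No such exchange was made for the fit without the block. The differences of single genes are signed, so a higher value can also mean a smaller decrease, and a lower value a larger one. Of the genes named in the text, the log2 fold change with ethanol was higher immediately after exposure than at 6 h for fat-1 by 0.30 (adjusted p = 0.00437), fmo-5 by 1.95 (adjusted p = 6.6e-09), maoc-1 by 1.60 (adjusted p = 1.3e-09) and T26A8.4 by 0.41 (adjusted p = 3.9e-05). For fmo-2, the fitted difference was 5.62 (adjusted p = 0.0307), and its size is uncertain because it rests on 0 to 2 counts per library at 0 mM and 0 to 8 at 400 mM at 6 h, and on 0 to 4 counts at 0 mM against 232 to 598 at 400 mM immediately after exposure. For dod-24, the difference was −2.39 (adjusted p = 0.000370), for jmjc-1 −0.97 (adjusted p = 0.0160), for F01D5.1 −3.65 (adjusted p = 0.00230), for Y119D3B.21 −0.92 (adjusted p = 4.3e-05), for C27A7.5 −0.999 (adjusted p = 4.2e-07) and for ttr-50 −1.28 (adjusted p = 5.6e-05). Between the genotypes, the log2 fold change with ethanol was higher in swsn-9 for fmo-5 by 0.54 (adjusted p = 0.00657), C27A7.5 by 0.35 (adjusted p = 0.0276) and ttr-50 by 0.90 (adjusted p = 0.00241). It was lower in swsn-9 for maoc-1 by an interaction of −0.50 (adjusted p = 0.00473), lea-1 −0.57 (adjusted p = 0.0166), Y119D3B.21 −0.51 (adjusted p = 0.0200), cysl-2 −0.87 (adjusted p = 4.9e-05) and col-101 −1.54 (adjusted p = 3.6e-06). The genes chosen by their p were chosen for complete separation of the libraries in an ethanol contrast, so that separation adds no evidence.

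Of the transient DEGs, 573 (31.3%) passed the interaction of ethanol and time. At an adjusted p under 0.05, about 42.8 of the 856 calls over all genes would be false, far fewer than 573 even if all of them fell in this set. The effect thus differs between the times for part of the set. How large that part is cannot be read from the share, because the set was chosen by a call at one time and none at the other, which favors genes that differ by chance too. Another reading, that the genes still moved in the same direction at 6 h but short of the threshold, was tested with groupings of the 6 h libraries. By means of log2 CPM, 62.8% of the set moved in the same direction, and 15 of 126 groupings lay as far from an even split (the highest other share was 66.5%), so the condition set in advance was not met and the readings cannot be told apart for the other genes of the set. These groupings do not use the pairing by replicate number, and no version with pairs is given. The genes of a set are correlated, which widens the spread of such shares.

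Of the swsn-9-dependent DEGs, 206 (19.4%) passed the interaction of ethanol and genotype, against about 35.2 false calls among the 703 over all genes. The effect thus differs between the genotypes for part of this set too, whose size the share does not give for the same reason. In the mutants, 77.7% of the set moved in the wild-type direction by means of log2 CPM. Only the real grouping, 1 of 126, lay as far from an even split, and the highest other share was 75.8%. This is in line with a response in the mutants that is in the same direction and short of the threshold for many of these genes. A gene that fails the interaction test is open to either reading. A further reading is that untreated mutants were already shifted in the direction of the ethanol effect. With separate 0 mM libraries for calling and for the genotype effect, the shift was above 0 and above that of the swsn-9-independent genes in 10 of 20 divisions. The median shift of the dependent genes was above 0 in 19 of 20 divisions (−0.002 to 0.178) and that of the independent genes in 20 of 20 (0.067 to 0.174). Both sets were thus shifted in the direction of the ethanol effect in nearly all divisions, which share libraries, and only the comparison between the sets went both ways. A shift in untreated mutants stays open as an explanation, and a shift larger in the dependent genes was neither shown nor excluded.

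At 0 mM, which the paper does not compare, 3098 genes differed between the times in wild type and 7708 differed between swsn-9 and wild type (edgeR's quasi-likelihood test, adjusted p under 0.05). In both cases the real grouping alone, 1 of 100, gave as many, and the largest other counts were 1351 and 4414. Without wild type 0 mM immediately after exposure replicate 4, the count for time was 1950. Age, plate and hour of harvest differ together between the times, and none was tested apart. For the genotypes, variants linked to the swsn-9 deletion would raise the share of called genes near it. Of 425 tested genes within 1000000 bases of swsn-9, 51.5% were called, against 44.9% on other chromosomes, and 21.1% of 14255 windows with as many genes had a share as large, so linkage does not account for the calls. The window lies on chromosome I, where the annotation places swsn-9 (49.5% called). The paper lists the allele under linkage group III, where 50.2% were called and no window was tested. The nuclear chromosomes other than these had shares from 43.0% to 44.5%, so linkage to either leaves most calls without a cause. Another stage of maturation in the mutants was tested with the genotype effect at 400 mM and the change over 6 h in wild type at 0 mM, which share no library. Their correlation across genes, which are not independent replicates, was −0.250, and 10 of 126 groupings gave one as large (up to 0.296), so the test does not decide. Genotypes called 45.6% of all genes tested, and strains cultured or sequenced on different dates cannot be told apart from the genotype, because the labels give no date for each library. The loss of swsn-9 itself stays open as the biological explanation.

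Of 45 tests of gene families by name, which the paper does not analyse, 16 had an adjusted p under 0.05 with fry. In wild type immediately after exposure, the cyp family rose (median log2 fold change 0.66, 61 of 68 genes above 0, adjusted p = 2.3e-07), as did ugt (0.34, 45 of 64, adjusted p = 0.000653), gst (0.12, 26 of 41, adjusted p = 0.000937) and adh with sodh and alh (0.15, 13 of 15, adjusted p = 9.9e-06). At 6 h, clec rose (0.18, 83 of 138, adjusted p = 0.00227). In swsn-9, cyp (0.42, 45 of 68, adjusted p = 1.3e-05), ugt (0.44, 44 of 64, adjusted p = 0.000713) and adh with sodh and alh (0.18, 13 of 15, adjusted p = 1.1e-08) rose, and vit (−0.47, 1 of 6 above 0, adjusted p = 0.00929) and hsp (−0.45, 3 of 21 above 0, adjusted p = 1.6e-08) fell. Between 6 h and immediately at 0 mM, msp (−3.39, 0 of 28 above 0, adjusted p = 0.000168), col (−0.41, 37 of 122 above 0, adjusted p = 0.0327) and ugt (−0.22, 18 of 64 above 0, adjusted p = 0.00929) fell. In swsn-9 against wild type at 0 mM, col (0.90, 97 of 122, adjusted p = 0.00200), gst (0.34, 29 of 41, adjusted p = 0.000250) and clec (0.44, 99 of 138, adjusted p = 0.00142) rose. With genes at the bound of 3 counts, the medians kept their sign, with 0.74 for col and 0.18 for clec between the genotypes. Under the size factors of DESeq2, no median of these 16 changed its sign, and the median of all genes was between −0.03 and 0.08.

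Under camera with an estimated correlation, cyp in wild type immediately after exposure and hsp and the alcohol and aldehyde dehydrogenases (adh with sodh and alh) in swsn-9 held, 3 of the 16. The col family between the times had adjusted p between 0.053 and 0.106 without any of replicates 1, 2 and 4 of either group. Groupings of the libraries gave as many families as the real one in 4 of 100 for wild type immediately after exposure (4 families), 2 of 100 for swsn-9 (5 families), 6 of 100 for the genotypes (3 families) and 14 of 100 for wild type at 6 h (1 family). The last of these groupings leave chance open for the genotypes and for 6 h. Reads of near-identical copies, such as those of msp and col genes, were dropped by the authors' settings, and whether this differs between groups was not tested. Whether the families follow ethanol itself or a change in stage that comes with it was tested only through the correlations with age reported under other observations.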

How the results depend on the processing

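Refits with each library as the reference of TMM, fits without the ribosomal RNA genes, the replicate block for values beyond those listed for it, and fits that left out libraries for the npr-1 network, the category lists and the families were chosen after seeing the data.

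Among counts over many genes and values of the principal components, 125 values under the alternatives stayed close to the main value and 24 did not. Close means within 1.5 times for a count, and for principal components within 1 SD of the fits that each left out a replicate number. Of the fits that each left out a library or replicate number, 519 stayed so and 26 did not. For the named genes, 246 values under the alternatives kept their direction and their side of the threshold, 3 passed it and 1 no longer did. With libraries left out, 457 kept both, 5 no longer passed and 17 changed direction.

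With DESeq2 in place of edgeR, there were 1120 DEGs in wild type at 6 h (639 with edgeR), 379 DEGs shared by both times (238), 291 shared in the same direction (178), and 1460 at 6 h from all libraries (826). The cause was not tested. With only the compared groups fitted, there were 1601 DEGs in wild type immediately after exposure (2432 from all libraries) and 616 swsn-9-dependent DEGs (1064). Fewer libraries then inform the spread of each gene, and no further cause was tested.

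The split by direction at 6 h was 451 up and 188 down in the main fit of edgeR, 597 and 523 with DESeq2, 424 and 278 with the size factors of DESeq2 in edgeR, and 480 and 337 with filterByExpr. It was 411 and 179 with no filter, 543 and 257 with only the compared groups, and 984 and 599 with the replicate block. In swsn-9, it was 1702 up and 2420 down, 1669 and 2605 with DESeq2, 1682 and 2515 with its size factors in edgeR, 1559 and 1966 with no filter, 2258 and 2860 with the replicate block, 1944 and 1869 with filterByExpr, and 2090 and 1928 with only the mutant libraries. All 10 fits without a mutant library kept more genes down (2540 to 3433) than up (1219 to 2061), though each chose its TMM reference anew. With each of the 20 wild-type libraries as the TMM reference, 1499 to 1762 genes were up and 2261 to 3532 down. With each of the 10 mutant libraries as the reference, 1802 to 1950 were up and 1684 to 1962 down. Over these references, 617 to 1117 genes had an interaction of ethanol and genotype, and 1117 with wild type 400 mM immediately after exposure replicate 5 (703 by default). TMM trims genes by their ratio to the reference, so the reference enters every factor.

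With the replicate number as a block, which pairs the libraries at 0 and 400 mM, there were 1583 DEGs at 6 h, 665 shared by both times, 487 shared in the same direction, 1576 in the interaction of ethanol and time, 1487 at 6 h from all libraries, 1171 in the interaction of ethanol and genotype, and 3 genes of the npr-1 network at 6 h. Under the block, fat-1 and dod-24 in wild type at 6 h and F01D5.1 in the interaction of ethanol and genotype passed the threshold, as given beside these genes. In 198 comparisons of the 22 named genes, the block put 12 past the threshold and 1 back, and among those with an adjusted p in the text only these 3 changed. Counts of sets and lists in the interactions that moved by over 1.5 times are given beside them. Counts split by direction moved so far too. At 6 h, upregulated DEGs went from 451 to 984 and downregulated DEGs from 188 to 599. DEGs in opposite directions went from 60 to 178 between the times and from 31 to 61 between the genotypes. No other total of DEGs moved so far, and no gene family changed its call. The block removes differences between replicate numbers from the spread, and no further cause of the increase was tested.

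With each library left out in turn, DEGs at 6 h ran from 339 to 715, with 339 without wild type 0 mM 6 h replicate 4 and 393 without 400 mM 6 h replicate 5. Without the former, the shared DEGs (151 to 249 over all fits), those in the same direction (117 to 194) and DEGs at 6 h from all libraries (490 to 967) reached their lowest values. Without either of these 2 libraries, 0 genes of the npr-1 network were called at 6 h (0 to 1). The differences between times at 0 mM ran from 1950, without wild type 0 mM immediately after exposure replicate 4, to 3703. Genes with an interaction of ethanol and genotype ran from 585 to 1372, with 1372 without swsn-9 0 mM replicate 5 and 1179 without swsn-9 400 mM replicate 3. A fit without a library also has fewer samples and chooses its TMM reference anew, and no further cause was tested.

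Within 1.5 times of the main count in all leave-one-out fits were DEGs in wild type immediately after exposure (1642 to 2109), transient DEGs (1450 to 1961), DEGs in swsn-9 (3769 to 5494), swsn-9-dependent (814 to 1130) and independent DEGs (833 to 1073), the interaction of ethanol and time (682 to 1065), differences between genotypes at 0 mM (6626 to 7631) and gene families called (15 to 19). For families, camera with an estimated correlation called 3 of the 16 that fry called. It compares a family with the other genes, which fry does not, and the cause of the difference was not tested.

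For the principal components, log2 CPM in place of regularized log values gave 74.3% and 7.83% of the variance to the first and second component in wild type and 63.2% to the first with all libraries. The ratio of the distance in swsn-9 to that in wild type was then 5.68, and the ratio of the distance in wild type immediately after exposure to that at 6 h with all libraries was 0.695 in place of 5.52, which reverses the order of the times. With all genes in place of the 500 most variable, the shares were 38.0% and 16.2% in wild type and 50.7% and 15.0% with all libraries, where the ratio of the times was 3.27. The cause was not tested. Without single replicate numbers, the shares ran from 45.7% to 52.1% and 17.2% to 21.4% in wild type and from 52.9% to 55.3% and 17.6% to 21.2% with all libraries. The ratio of distances ran from 1.73 (without replicate 2) to 4.69 in wild type, from 4.91 to 6.31 for the times in wild type with all libraries, and from 1.58 to 2.37 for swsn-9 against wild type.

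Genes with few reads changed direction when a library was left out. The log2 fold change ran from −0.0228 to 0.31 for gcy-35 and from −0.15 to 0.61 for tax-4 immediately after exposure, from −0.76 to 0.21 for gcy-35 at 6 h, and from −0.14 to 0.13 for slo-1. For npr-1 it ran from −0.48 to 0.21, fitted values of a gene at the limit of detection. None of these passed the threshold in any fit. For F01D5.5 in wild type, the adjusted p was 0.0728 with only the compared groups (0.002 to 0.0728 over the alternatives) and up to 0.177 in 5 of 10 fits without a library (edgeR's quasi-likelihood test). The depth thus limits what can be said of npr-1 and its core pathway, and the call for F01D5.5 depends on single libraries. Whether depth or the spread between replicates limits the F01D5 genes was not tested.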

Differences from the paper's values

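No test was chosen after the result was seen for the values compared here, and all alternatives named were set before the data were examined.

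At 6 h postexposure, 639 genes were DEGs in wild type against the paper's 1120. DESeq2, the tool named in the paper's methods, gave 1120. The count came within 1.5 times of the paper's value with filterByExpr (817), with only the compared groups (800) and with the replicate block, and did not with the size factors of DESeq2 in edgeR, with no filter, or with any library left out. From all libraries, 826 genes were DEGs at 6 h against the paper's 1460. DESeq2 gave 1460, and the size factors of DESeq2 (1033), filterByExpr (1058) and the replicate block came close, whereas no filter, only the compared groups and the fits without a library did not.

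The genes shared by both times were 238 against the paper's 379. DESeq2 gave 379, and the size factors of DESeq2 (258) and filterByExpr (309) came close, while no filter, only the compared groups, the replicate block and the fits without a library did not. In the same direction, 178 were shared against the paper's 291. DESeq2 gave 291, the size factors of DESeq2 gave 194, and the fit without wild type 400 mM 6 h replicate 1 also gave 194. With filterByExpr the count came within 1.5 times of the paper's as well, and the other alternatives did not come close.

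Downregulated genes at 6 h were 188 here and about 520 in Fig. 2G, read by eye. DESeq2 gave 523, the replicate block also came close, and the other alternatives and the fits without a library did not.

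For the other counts of DEGs that the paper gives in its text, DESeq2 gave the paper's value as well. These are 2249 immediately after exposure, 1870 transient (897 up and 973 down), 4274 in swsn-9 (1669 up and 2605 down), 2645 immediately after exposure from all libraries, 1031 swsn-9-dependent and 1078 swsn-9-independent. The main values of edgeR for them were within 1.5 times of the paper's. Of the paper's 1870 transient genes, 1632 (87.3%) were transient here, and of its 379 shared genes, 230 (60.7%) were shared here.

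The paper states that about as many genes rose as fell at 6 h, whereas 451 rose and 188 fell here. With DESeq2, 597 rose and 523 fell. The first and second principal component in wild type held 48.2% and 17.9% of the variance against the paper's 38% and 15%, less than 1.5 times apart. With all genes in place of the 500 most variable they held 38.0% and 16.2%, and with log2 CPM 74.3% and 7.83%. With all libraries, they held 53.2% and 19.1% against the paper's 53% and 19%. The paper assigns the first principal component in wild type to time and the second to ethanol. Here ethanol also moved the first component immediately after exposure, by −6.94 (exact permutation test, p = 0.0159). For F01D5.1 and F01D5.5, the paper states that the decrease after ethanol depends on swsn-9. The difference between the genotypes had an adjusted p of 0.134 and 0.358 (edgeR's quasi-likelihood test), and among the alternatives only the replicate block put it past the threshold for F01D5.1, and none did for F01D5.5. Of the genes the paper lists by category, 13 of 15 for fatty acid biosynthetic process and 60 of 64 for innate immune response were transient here, and DESeq2 placed all of them there. For the lists of swsn-9, 32 of 35, 11 of 12 and 9 of 10 met the paper's definitions, and with DESeq2 all did.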

Other observations

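The tests of the scaling behind the excess of downregulated genes were chosen only after the result was seen. For the thinning of libraries, a single thinning with a ratio of 2.10 was seen before the number of thinnings was set to 10.

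Other groupings of the libraries tested whether chance alone gives as many calls. For each of the following counts, only the real grouping, 1 of 100, reached the count when the libraries at 0 and 400 mM of the group and time in question were regrouped, and those of wild type immediately after exposure for sets defined over several comparisons. In the fits of 20 libraries these were DEGs immediately after exposure (largest other count 348), DEGs at 6 h (14), DEGs shared by both times (32), those in the same direction (28), and transient DEGs (316), upregulated (207) and downregulated (129). In the fit of 30 libraries they were DEGs in swsn-9 (2372), upregulated (859) and downregulated (1513), DEGs in wild type immediately after exposure (770) and at 6 h (84), and swsn-9-dependent (318) and swsn-9-independent DEGs (390). Sets defined by the lack of a call behave otherwise when the libraries without the call are regrouped, because fewer calls there add genes to the set. Groupings of the 6 h libraries gave as many transient DEGs in 6 of 100 cases (up to 1952), upregulated in 11 (1029) and downregulated in 5 (923), and as many swsn-9-dependent DEGs in 100 and independent DEGs in 75 of 100 (up to 1142 and 1149). Groupings of the mutant libraries gave 1064 or more dependent DEGs in 100 of 100 cases (up to 1702). These counts thus carry no evidence that the effect was absent at 6 h or in the mutants. For the npr-1 network, 2 of 100 groupings gave as many as 2 called genes immediately after exposure.

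The real grouping parts all 5 pairs of 0 and 400 mM libraries, as 13 of the 100 groupings do, itself included. None of the others among the 13 reached any of these counts. Their largest counts were 0 in the fits of 20 libraries, 1038 for DEGs in swsn-9, 123 for wild type immediately after exposure from all libraries, 0 at 6 h, 73 for dependent and 40 for independent DEGs. The groupings that left at least 1 pair together gave the larger counts stated above. With so few groupings that part all pairs, the share of the real one could not be below 0.05.

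In swsn-9, 4122 genes were DEGs against 2432 in wild type immediately after exposure, 1.69 times as many. Deeper libraries in the mutants would bring the counts together once all libraries are thinned to the same total. After 10 thinnings, wild type had 2170 to 2229 DEGs and swsn-9 3831 to 4691, and the lowest ratio was 1.72 (highest 2.15), so depth does not account for the difference. Less spread between replicates in the mutants would leave the ethanol effect itself no larger. The squared ethanol effect, estimated from separate replicates so that spread does not bias it, was 1.66 times as large in swsn-9, and the lowest ratio without a replicate number was 1.24 (without replicate 2, and 2.01 without replicate 5). The mean variance between replicates was 0.193 in wild type and 0.180 in swsn-9. These tests argue against depth and spread as the whole cause, and a larger response in the mutants stays as a hypothesis that may hold. A difference in culture or date between the strains was not tested apart.

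More genes were down than up in swsn-9. With each library in turn as the reference of TMM, more genes were down in 23 of 30 fits. This held for all 20 wild-type references and for 3 of 10 mutant references, and the median log2 fold change of all genes lay between −0.06 and 0.02. Scaling that uses no reference of TMM also gave more genes down, 2515 against 1682 up with the size factors of DESeq2 in edgeR and 2605 against 1669 with DESeq2. The reference thus moves the split but is not the whole source of the excess. As filterByExpr and the fit of the mutant libraries alone gave more genes up, whether the excess follows ethanol or the scaling stays open. The ratio of DEGs in swsn-9 to those in wild type was between 1.49 and 2.07 over these references.

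A delay of maturation by ethanol was a hypothesis tested with the change over 6 h in wild type at 0 mM. It would give a negative correlation across genes between this change and the ethanol effect. In swsn-9, whose libraries are not part of that change, the correlation was −0.316, and 41 of 126 groupings of the mutant libraries gave one as large (up to 0.499), so a delay can be neither shown nor excluded there. In wild type, both contrasts use the 0 mM libraries, and with these shared the correlation was 0.250. With the libraries divided between the contrasts in 20 ways, it ran from −0.131 to 0.286 (median 0.0917) and was negative in 5 divisions, so the condition set in advance, a negative value in every division, was not met. Genes are not independent replicates, and the number of genes adds no weight to these correlations.

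Expression of slo-1 (WBGene00004830, chromosome V, 18492261 to 18508212), which overlaps the noncoding gene Y51A2D.27, did not differ with ethanol in wild type immediately after exposure (log2 fold change 0.03, adjusted p = 0.953 from edgeR's quasi-likelihood test) or at 6 h (0.39, adjusted p = 0.329). In swsn-9 it was lower at 400 mM (−0.66, adjusted p = 0.0130), with every library at 400 mM below every library at 0 mM. The difference between the genotypes failed the correction (adjusted p = 0.213). At 0 mM, slo-1 was higher in swsn-9 than in wild type (1.26, adjusted p = 9.0e-06).

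In swsn-9, fat-1 rose with ethanol by a log2 fold change of 0.39 (adjusted p = 3.5e-07 from edgeR's quasi-likelihood test), and the interaction of ethanol and genotype was −0.03 (adjusted p = 0.855). Also in swsn-9, dod-24 changed by −2.77 (adjusted p = 6.9e-08) and jmjc-1 by −0.53 (adjusted p = 0.0116).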
